# Comparative transcriptomic and proteomic analyses provide insights into the key genes involved in high-altitude adaptation in the Tibetan pig

**DOI:** 10.1038/s41598-017-03976-3

**Published:** 2017-06-16

**Authors:** Bo Zhang, Yangzom Chamba, Peng Shang, Zhixiu Wang, Jun Ma, Liyuang Wang, Hao Zhang

## Abstract

Tibetan pigs that inhabit the Tibetan Plateau exhibit striking phenotypic and physiological differences from lowland pigs, and have adapted well to extreme conditions. However, the mechanisms involved in regulating gene expression at high altitude in these animals are not fully understood. In this study, we obtained transcriptomic and proteomic data from the heart tissues of Tibetan and Yorkshire pigs raised in the highlands (TH and YH) and lowlands (TL and YL) via RNA-seq and iTRAQ (isobaric tags for relative and absolute quantitation) analyses, respectively. Comparative analyses of TH *vs*. YH, TH *vs*.TL, TL *vs*. YL, and YH *vs*. YL yielded 299, 169, 242, and 368 differentially expressed genes (DEGs), and 473, 297, 394, and 297 differentially expressed proteins (DEPs), respectively. By functional annotation of these DEGs and DEPs, genes that were enriched in the HIF-1 signaling pathway (*NPPA*, *ERK2*, *ENO3*, and *EGLN3*), VEGF signaling pathway (*ERK2*, *A2M*, *FGF1*, *CTGF*, and *DPP4*), and hypoxia-related processes (*CRYAB*, *EGLN3*, *TGFB2*, *DPP4*, and *ACE*) were identified as important candidate genes for high-altitude adaptation in the Tibetan pig. This study enhances our understanding of the molecular mechanisms involved in hypoxic adaptation in pigs, and furthers our understanding of human hypoxic diseases.

## Introduction

Low air pressure and low oxygen partial pressure at high altitude seriously affect the survival and development of human beings and other animals^1, 2^. Indigenous animals of the Tibetan Plateau exhibit heritable adaptations to this extreme environment due to natural selection; therefore, the Tibetan pig is an ideal animal model for research on the molecular ecology and pathology related to hypoxia^3–5^.

Adaptation to hypoxic conditions is a complex trait that is influenced by many factors^6^. Several genes exhibiting strongly selection have been identified in Tibetan populations by genome scanning, providing a possible genetic basis for adaptation to high-altitude conditions^7–9^. Likewise, a number of rapidly evolving, positively selected genes have been reported in the Tibetan pig^10^; however, the mechanisms involved in gene expression at high altitude are not fully understood. The development of RNA-seq and isobaric tags for relative and absolute quantitation (iTRAQ) technologies has enabled the identification of eukaryotic genes associated with complex traits via analysis of transcriptomic and proteomic profiles, with low bias, a large dynamic range, low frequency of false-positive signals, and high reproducibility. The iTRAQ method employs a set of amine-reactive isobaric tags to derivatize peptides at the N-terminus and at lysine side chains, thereby allowing for simultaneous protein identification and quantification via mass spectrometry analysis of peptide fragments (m/z range from 150 to 2,200) and signature ions (m/z values from 113 to 121), respectively. Both RNA-seq and iTRAQ have been widely used to screen for functional genes involved in muscle growth and lipid deposition in pigs and other domestic species^11–14^. An integrated analysis of the transcriptome and proteome of pig heart tissues at high and low altitudes would comprehensively profile hypoxic adaptations, and enable us to characterize the genes and proteins that are involved in this process.

Heart tissues were previously used to study hypoxic physiology and pathology^15, 16^. An increased heart rate, blood pressure, and other high-altitude responses result in changes in cardiac structure and function. In particular, animals populating the Tibetan Plateau exhibit strong cardiac function, and their cardiomyocytes show an ability to promote the expression of genes associated with adaptation to hypoxic conditions to protect cardiac cells and tissue structure, and increase blood circulation. Indeed, Tibetan pigs have adapted to high altitudes with well-developed hearts and lungs, and a blunted erythropoietic response^17^.

Cellular responses to hypoxia are reliant on controlled transcriptional and post-transcriptional events, in which certain genes are positively regulated and others either remain inactive or are actively repressed. In this study, we performed a comparative analysis of the transcriptomic and proteomic profiles of heart tissues obtained from Tibetan and Yorkshire pigs raised at high (TH and YH, respectively) and low (TL and YL, respectively) altitudes using RNA-seq and iTRAQ technologies. Via these analyses, we identified key genes and molecular mechanisms involved in the high- altitude adaptations of the Tibetan pig.

## Results

### Overview of RNA transcriptomic profiles of pig heart tissues

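Tibetan and Yorkshire pigs were sampled at 6 months of age at 3000 m (TH and YH) and at 100 m (TL and YL), with 2 RNA-seq libraries of heart per group. Each library was made from RNA pooled from 4 pigs, so the spread between the 2 libraries of a group is a spread between pools and not between animals. The values used here are the FPKM that the authors computed for each library, listed for 18975 Ensembl genes of Sscrofa10.2. Between 15687000 and 26723000 reads per library fall on genes, with a median of 19648000, as counted from the scaled read values that the authors deposited beside the FPKM.
Differences between groups were tested with limma, with a trend on the mean, in 1 fit of all 8 libraries on the log2(FPKM + 1) scale. The 11913 genes with at least 1 FPKM in at least 2 libraries were tested. A gene was called where the log2 fold change was over 1 in size and the Benjamini-Hochberg adjusted p was under 0.01. Fold changes on this scale understate those of genes at a few FPKM or less. No exact permutation test of 2 libraries against 2 can give a two-sided p under 0.333, so every p below rests on the variance that limma shares across genes. Lists of genes fixed from general knowledge of tissues and pathways were tested with camera at an inter-gene correlation of 0.01. Of the 72 tests of such lists, 30 have an adjusted p under 0.05, and 2 of these 30 hold under the rotation test fry and 0 with the correlation estimated from the libraries. Directions of lists are therefore given with the number of genes that follow them. Genes of a list can vary together across the same libraries, so such a number describes a direction and is no test of it. Alternatives to each choice were set before the data were examined, apart from those said to have been chosen later.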

A total of 551 M paired-end reads were acquired from the RNA-seq experiment. Sequence alignment was performed using the pig genome (Sscrofa10.2) as a reference. Approximately 83.68% (82.07–85.18%) of the mapped reads were acquired from the RNA-seq experiment of which 76.26% (74.86–77.74%) were mapped to unique genomic locations. Additionally, of the total mapped reads, roughly 89% in each group corresponded to exons (Table S3, Fig. S1).

Gene expression levels were evaluated by counting the number of mapped reads per gene. In total, 18,585 expressed genes were detected in the heart tissues examined; of these, 15,701 were detected in each of the four groups (Fig. S2A). 

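In the deposited values, 18975 genes have an FPKM above 0 in at least 1 library, and 15652 of them in at least 1 library of each group. Requiring a value above 0 in both libraries of every group leaves 14137 genes. The threshold moves these counts the most: at 0.1 FPKM or more they are 17340 and 14040 genes, and at 1 FPKM or more 13406 and 10476.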

Less than 1% of the genes were expressed at greater than 1,000 FPKM (numbers of fragments per kilobase of exon per million mapped fragments); approximately 3% were expressed between 100 and 1,000 FPKM, and approximately 96% were expressed at less than 100 FPKM (Table S3, Fig. S2B). 

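Averaged over the 8 libraries, 0.483% of the listed genes reach 1000 FPKM (0.348% to 0.711%), 2.71% lie from 100 to 1000 FPKM (2.54% to 3.06%) and 96.8% lie below 100 FPKM (96.2% to 97.0%). When only the genes detected in each library are counted, the means are 0.564%, 3.16% and 96.3%. Genes encoded on the mitochondrial genome hold between 57.7% of the summed FPKM (YH2) and 87.6% (TH1), and the 2 most abundant genes alone hold 39.2% to 67.1%.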

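Across the tested genes, the median of log2(FPKM + 1) ranges from 2.61 in TH1 to 2.82 in YL2. The lower quartile ranges from 1.45 to 1.82 in the same 2 libraries and the upper quartile from 3.97 to 4.08. YL2 also has the most genes at 1 FPKM or more, 12027 against 10233 to 11242 in the others.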

Expression value distributions were similar among the eight samples tested. Likewise, the FPKM values were evenly distributed amongst the four groups, and there were no outliers (Fig. S2C).

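Quartiles do not show whether the same genes are high in each library, and correlations across genes do. Every pair of libraries without YL2 has a Pearson correlation of log2(FPKM + 1) from 0.926 to 0.972, and every pair with YL2 one from 0.841 to 0.863. Within groups, the 2 libraries correlate at 0.956 in TH, 0.972 in TL and 0.965 in YH but at 0.859 in YL. The mean Spearman correlation with the other 7 libraries is 0.844 for YL2 and 0.913 to 0.935 for the rest, and no scaling of a library changes a rank correlation.
YL2 holds 1005 genes at 1 FPKM or more that reach this level in no other library, against 30 to 103 such genes for each of the others. Kidney genes are among them: *UMOD* is at 947 FPKM in YL2 and at most 0.811 elsewhere, *MIOX* at 661 against at most 0.390 and *LRP2* at 190.3 against at most 0.720. The kidney gene *FXYD2*, which is not among them, is at 2296 FPKM in YL2 against at most 16.6. These genes were chosen from a list of 42 kidney genes after their values were seen. Any comparison with YL therefore averages 1 library like the other groups and 1 library unlike them.

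**Figure D1:**
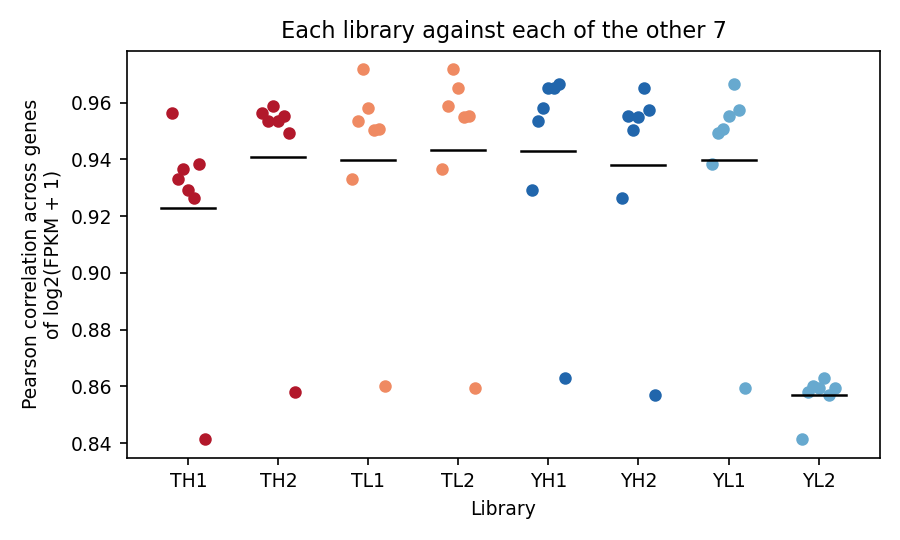
Pearson correlation of each library with each of the other 7 across genes, on the log2(FPKM + 1) scale. Bars give the mean of each library.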

### Analysis of differentially expressed genes (DEGs)

Pair-wise comparisons with the strict criteria of |log_2_ (FC)| > 1 and *P* < 0.01 were utilized to detect DEGs (Fig. S3A). Specifically, 299 and 242 DEGs were detected in the comparisons of TH to YH (Table S4–1, Fig. S3B) and of TL to YL (Table S4–2, Fig. S3B), respectively, including 26 DEGs that were common to each comparison (Fig. S3C). 

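The paper called its DEGs with DESeq, and no count model was fitted here, so the counts below come from another method. With limma at the threshold above, 4 genes are called between TH and YH, all higher in TH, and 1 between TL and YL, higher in TL, with 0 genes in common. At an unadjusted p under 0.05, 1928 and 1065 genes pass. Among the alternatives that keep an adjusted p under 0.01, dividing each library by its FPKM sum raises the calls the most, to 38 and 97, and limma then gives every gene the variance of the trend and none of its own. An unadjusted p under 0.01 with the same fold threshold gives 484 and 242 genes, of which 59 are common to both comparisons.
Most of the called genes have few reads behind them. *snoU13* (ENSSSCG00000018378, chromosome 15, 59535638 to 59535742) is at 1686 and 1466 FPKM in TH, *snosnR61* (ENSSSCG00000018748, chromosome 6, 153998344 to 154112791) at 36765 and 19054 FPKM in TH, and ENSSSCG00000018734, chromosome 1, 142595269 to 142597028, at 3012 and 4856 FPKM in TH. All 3 are listed at 0 in the other 6 libraries (limma adjusted p = 2.43e-06, 3.41e-06 and 3.41e-06 for TH to YH). The gene called between TL and YL (ENSSSCG00000030555, chromosome 2, 94078828 to 94078922) is at 2450 and 1924 FPKM in TL and listed at 0 elsewhere (limma adjusted p = 3.09e-06). None of these 4 genes has more than 2 reads in any library. The other call between TH and YH is *CRTAC1* (ENSSSCG00000026089, scaffold JH118839.1, 75578 to 126482), at 7.02 and 6.74 FPKM in TH and at most 0.129 in the other libraries (log2 fold change 2.89, standard error 0.20, limma adjusted p = 0.00581). Its adjusted p ranges from 0.00191 to 0.0792 over the alternatives, and those that take it over 0.01 include a pseudocount of 0.1, median-ratio scaling and a fit of only the 4 libraries compared. It has 208 and 209 reads in TH.
The lists of the paper's Table S4 follow from the deposited FPKM, but not all under their titles. The fold changes of Table S4-1 match those of TH to YH (Spearman correlation 0.999, median absolute difference 0.00559 in log2). Those of Table S4-2, titled TL to YL, lie closest to YH to YL (0.987 and 0.0195, against 0.960 and 0.572 for TL to YL). Those of Table S4-4, titled YH to YL, lie closest to TL to YL (0.987 and 0.0128, against 0.932 and 0.678 for YH to YL). Table S4-1 shares 26 genes with Table S4-4 and 23 with Table S4-2.
The groups TH and YH do not overlap for 294 of the 299 genes of Table S4-1 (98.3%), where chance gives 33.3% and all tested genes give 52.5%. The lists of Table S4 were chosen on these same libraries, so a high share is not independent evidence for them. For the 368 genes of Table S4-4 in TL to YL the share is 47.6%, against 41.5% of all tested genes. In 294 of those 368 genes (79.9%), YL2 is more than 2 times higher than every other library. Their median log2 fold change is -2.16, and it is -4.05 without YL1 and 0 without YL2.

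**Figure D2:**
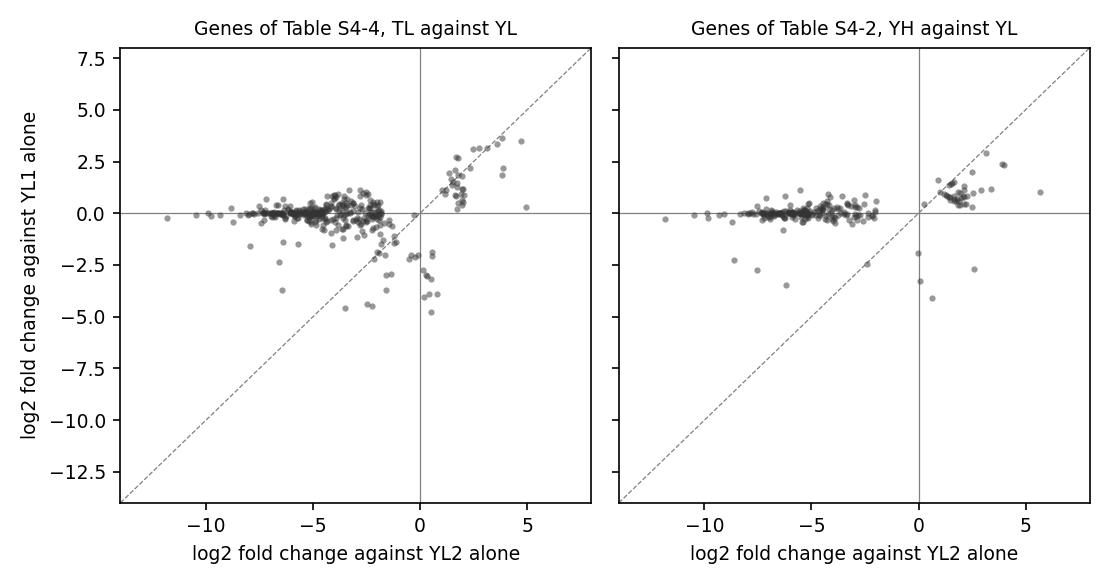
Genes of Tables S4-2 and S4-4, with the log2 fold change against YL2 alone on the horizontal axis and against YL1 alone on the vertical axis.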

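Between TH and TL, limma calls 6 genes, 5 higher and 1 lower in TH, and between YH and YL it calls 0, with 1351 and 711 genes at an unadjusted p under 0.05. Scaled by the FPKM sums, the calls are 30 and 69, and at an unadjusted p under 0.01 they are 306 and 100. The 6 genes between TH and TL are the 4 with at most 2 reads, *CRTAC1* (log2 fold change 2.96, standard error 0.20, limma adjusted p = 0.00330) and *CHI3L1* (ENSSSCG00000015476, chromosome 9, 125344017 to 125353610). *CHI3L1* is at 11.3 and 10.1 FPKM in TH, 0.137 and 0.0987 in TL, 0.762 and 0.728 in YH and 0.117 and 0.431 in YL (log2 fold change 3.39, standard error 0.21, limma adjusted p = 0.00278). Over the alternatives its adjusted p ranges from 0.00168 to 0.0366 and that of *CRTAC1* from 0.00109 to 0.111. The alternatives that take both over 0.01 include a pseudocount of 0.1 and a fit of only the 4 libraries compared.
Leaving out YL1 or YL2, which take no part in this comparison, leaves the fold changes as they are, alters the variances and their degrees of freedom, and raises the TH to TL calls to 13, and leaving out a YH library gives 5.
Table S4-3 follows the deposited FPKM of TH to TL (Spearman correlation 0.998, median absolute difference 0.00427), and 162 of its 169 genes (95.9%) have groups that do not overlap, against 48.5% of all tested genes and 33.3% by chance. That list too was chosen on these libraries, so its share is not independent evidence. The 242 genes of Table S4-2 were compared between YH and YL, to which their fold changes lie closest. For these genes the share is 43.4%, against 36.3% of all tested genes. In 195 of them (80.6%) YL2 is more than 2 times higher than every other library. Their median log2 fold change of -2.45 becomes -5.03 without YL1 and 0.01 without YL2. Tables S4-2 and S4-3 share 24 genes.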

Meanwhile, we detected 169 and 368 DEGs between TH and TL (Table S4-3, Fig. S3B) and YH and YL (Table S4-4, Fig. S3B), respectively, of which 24 overlapped (Fig. S3C).

### Functional analysis of DEGs

We used DAVID and Ingenuity Pathways Analysis (IPA), which have related capabilities but utilize different databases, to obtain a complete functional view of the DEGs. Using DAVID, we observed an overrepresentation of gene ontology (GO) terms related to “response to hormone stimulus” (19 genes, *P* = 3.15E-05) and “mitochondrion” (36 genes, *P* = 6.30E-05) in TH *vs*. YH, and “oxidation reduction” (51 genes, *P* = 1.77E-16) and “cofactor binding” (32 genes, *P* = 2.44E-15) in TL *vs*. YL (Table S5). We also observed an overrepresentation of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways “ribosome” (15 genes, *P* = 8.52E-10) and “dilated cardiomyopathy” (7 genes, *P* = 9.08E-03) in TH *vs*. YH, and “glycolysis/gluconeogenesis” (9 genes, *P* = 3.02E-04) and “renin-angiotensin system” (5 genes, *P* = 1.22E-03) in TL *vs*. YL. Analysis of these two comparison groups also highlighted GOs and pathways, such as “regulation of blood pressure”, “vascular process in circulatory system”, “response to hypoxia”, and “complement and coagulation cascades pathway” (Table S5). Additionally, the mammalian target of rapamycin (mTOR) signaling pathway was detected in the TH *vs*. YH comparison; hypoxia-induced mTOR activation reduces mTOR targeting to enhance angiogenesis in response to hypoxia^18^. Moreover, we identified a variety of DEGs in pathways upstream of the mTOR pathway^19^, in the insulin signaling pathway (seven of the DEGs were designated to encode oxygen-independent regulators).

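The genes that Table S5 lists for each term were followed in the deposited FPKM. They were drawn from lists chosen on these same libraries, so their directions are not independent evidence. Between TH and YH, 15 of the 19 genes of “response to hormone stimulus” are lower in TH (median log2 fold change -1.23), as are 35 of the 36 genes of “mitochondrion” (-1.18). These medians are -0.78 and -1.02 without TH1, and -1.70 and -1.37 without TH2. The 15 “ribosome” genes are all higher in TH (1.02), and this median is 0.57 without TH1. “Dilated cardiomyopathy” is split, with 3 of its 7 genes higher (-1.02, with -0.60 without TH1 and -1.41 without TH2). For the insulin signaling pathway 6 of 7 genes are lower (-1.56), with a median of -0.73 without TH1, and the 4 mTOR genes have a median of -1.59.
Ribosomal protein genes were also tested as a whole family, 80 tested genes of the cytosolic ribosome. Of these, 78 are higher in TH than in YH (median log2 fold change 0.80, camera adjusted p = 1.03e-17), and the median is 0.42 without TH1. The direction depends on the scaling. With median-ratio factors the median is 0.67 and with each library divided by its FPKM sum it is -0.17, with 23 of 80 genes higher. That sum scaling moves the median of all tested genes by -0.47 between TH and YH, and relative to it the ribosomal genes are higher by 0.33.
In the terms reported for TL to YL, many genes are highest in YL2, in some terms nearly all and in others not. All 51 genes of “oxidation reduction” are lower in TL (median log2 fold change -2.07), and in 49 of them YL2 is more than 2 times higher than every other library. Their median is 0 without YL2 and -4.33 without YL1. For “cofactor binding” YL2 stands out in 31 of 32 genes, and the median of -2.36 becomes 0.01 without YL2 and -4.83 without YL1. In “response to hypoxia” YL2 stands out in 6 of 8 genes, and the median of -2.09 becomes 0.03 without YL2. In “regulation of blood pressure” it stands out in 7 of 11, the median of -1.65 becomes 0.03, and 3 of the 11 genes still have an absolute log2 fold change over 1 without YL2.
For “glycolysis/gluconeogenesis”, YL2 is the library that stands out in all 9 genes, and for the “renin-angiotensin system” in 4 of 5. Their medians of -2.36 and -2.46 become 0.03 and 0.26 without YL2. *FBP1* is at 408 FPKM in YL2 and at most 3.09 elsewhere, and *ENPEP* at 681 against 6.77 to 15.8. *AGT*, the fifth gene, does not follow YL2. The 9 tested genes of a wider renin-angiotensin list have a median of -0.82 between TL and YL (camera adjusted p = 0.413), and 3 of 9 are higher in TL. This median is 0.11 without YL2.

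**Figure D3:**
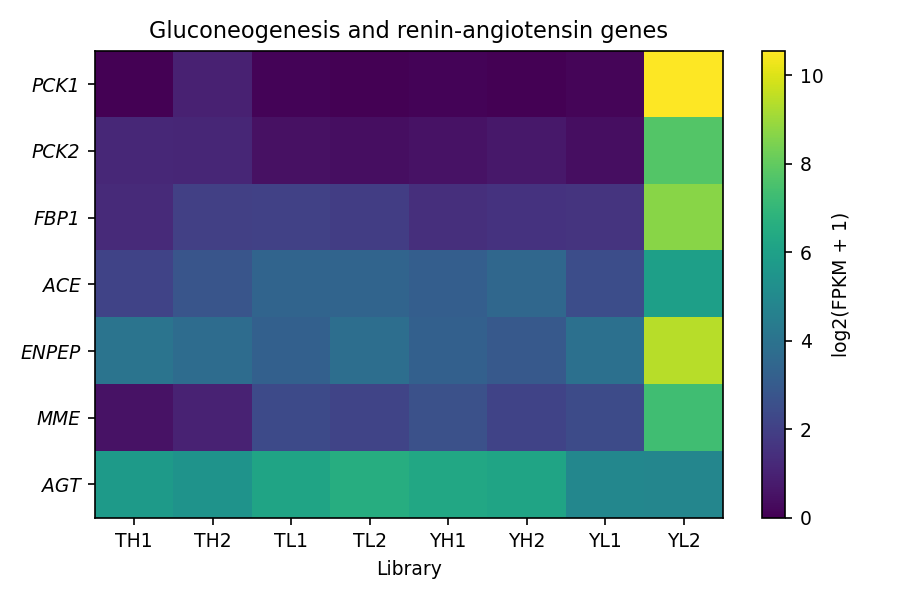
Expression of gluconeogenesis and renin-angiotensin genes in each library, as log2(FPKM + 1).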

In the TH *vs*. TL analysis, the overrepresented KEGG pathways were “contractile fiber” (12 genes, *P* = 1.68E-08), “muscle contraction” (10 genes, *P* = 1.22E-03), “dilated cardiomyopathy” (6 genes, *P* = 5.35E-03), “complement and coagulation cascades” (5 genes, *P* = 1.01E-02), while in YH *vs*. YL, they were “oxidation reduction” (32 genes, *P* = 2.10E-10), “=2.10biosynthetic processl (12 genes, *P* = 7.72E-09), “glycolysis/gluconeogenesis” (9 genes, *P* = 1.37E-05), and “histidine metabolism” (6 genes, *P* = 1.79E-04). 

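Between TH and TL, the genes listed for “contractile fiber” go both ways, with 6 of 12 higher in TH (median log2 fold change 0.57). This median is 0.23 without TL1 and 0.74 without TL2. Of the 10 “muscle contraction” genes, 6 are lower (-1.08). For “dilated cardiomyopathy” 5 of 6 are lower (-1.21). For “complement and coagulation cascades” the median of the 5 genes is -1.64, with -2.81 without TH2 and -1.26 without TH1. For “mitochondrion” 21 of 23 are lower (-1.15), for “glucose metabolic process” 6 of 8 (-1.16) and for “cardiac muscle contraction” all 4 (-1.19).
In the list titled YH to YL, each term is again carried by YL2, which is more than 2 times higher than every other library in all 32 genes of “oxidation reduction”, 11 of the 12 of the biosynthetic process, all 9 of “glycolysis/gluconeogenesis” and all 6 of “histidine metabolism”. Their medians between YH and YL are -2.62, -2.84, -2.31 and -2.62. Without YL2 they are 0, -0.09, -0.08 and 0.02, and without YL1 -5.26, -6.07, -4.28 and -5.07. Of the 298 genes that Table S5 gives for TL to YL, 295 are in Table S4-4, and of the 191 it gives for YH to YL, 190 are in Table S4-2.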

Notably, GOs and pathways, such as the “mitochondrion”^20^, “glucose metabolic process”, “dilated cardiomyopathy”^16^, and “cardiac muscle contraction”^21^ pathways, which play important roles in the hypoxia response, were also detected in TH *vs*. TL.

We also performed metabolic pathway analysis on the DEGs using IPA software. 

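Of the collagen and signaling genes named for hepatic fibrosis, *FN1* is at 8.59 and 31.4 FPKM in TH and 5.38 and 6.19 in YH (log2 fold change 1.38, standard error 0.52, limma adjusted p = 0.273). Its high value rests on 1 library, and the fold change is 0.50 without TH2 and 2.26 without TH1. *CCL5* is lower in TH, 28.2 and 13.6 FPKM in TH and 40.1 and 46.4 in YH (log2 fold change -1.10, standard error 0.33, limma adjusted p = 0.204), with -1.60 without TH1 and -0.60 without TH2. *COL1A2* is at 59.8 and 42.9 FPKM in TL and 15.4 and 16.5 in YL (log2 fold change 1.61, standard error 0.30, limma adjusted p = 0.209), and *COL3A1* at 213 and 171 FPKM in TL and 41.0 and 36.8 in YL (log2 fold change 2.27, standard error 0.89, limma adjusted p = 0.513). For the collagen genes the groups are apart in every library, and neither passes the threshold. Over the alternatives the adjusted p of *COL1A2* ranges from 0.130 to 1.00, the highest with only the 4 libraries compared. A list of 32 tested genes of the extracellular matrix is higher in TL than in YL (median log2 fold change 1.05, 27 of 32 genes, camera adjusted p = 2.67e-09), and in TH than in YH the median is 0.54 (camera adjusted p = 9.56e-04). The direction between TH and YH rests on 1 library, with a median of -0.30 without TH2 and 1.19 without TH1, while between TL and YL it is 0.89 without YL2 and 1.14 without YL1. Between TH and TL 16 of 32 are higher, and between YH and YL 28, with a median of 0.48.
For the glucocorticoid receptor genes, *SLPI* is at 135 and 113 FPKM in TH and 11.3 and 24.1 in YH (log2 fold change 2.82, standard error 0.38, limma adjusted p = 0.0584). *DUSP1* is at 172 and 232 FPKM in TH and 42.7 and 60.1 in YH (log2 fold change 1.96, standard error 0.37, limma adjusted p = 0.0974). In Sscrofa10.2 the genes lie at ENSSSCG00000016174, chromosome 15, 130357872 to 130430503 (*FN1*), ENSSSCG00000017705, chromosome 12, 41217456 to 41228604 (*CCL5*) and ENSSSCG00000015326, chromosome 9, 81357191 to 81393120 (*COL1A2*). The others lie at ENSSSCG00000016034, chromosome 15, 104067017 to 104105776 (*COL3A1*), ENSSSCG00000022913, chromosome 17, 53167237 to 53169798 (*SLPI*) and ENSSSCG00000016991, chromosome 16, 55768408 to 55771513 (*DUSP1*).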

Based on the data obtained via this method, the main canonical pathways that were overrepresented in the TH *vs*. YH and TL *vs*. YL comparisons were related to hepatic fibrosis/hepatic stellate cell activation (*FN1*, *CTGF*, *CCL5*, *A2M*, and *FGF1*, and *COL1A2*, *CTGF*, *AGT*, and *COL3A1*; *P* = 3.85E-02 and *P* = 2.58E-02, respectively), and glucocorticoid receptor signaling in TH *vs*. YH (*DUSP1*, *SLPI*, *CCL5*, and *A2M*, and *DUSP1* and *AGT*; *P* = 1.82E-01 and *P* = 3.66E-01, respectively). Thus, depending on the environment, Tibetan pigs modulated the expression of distinct DEGs to adapt to hypoxic conditions. In addition, interesting pathways such as the hypoxia-inducible factor 1 (HIF-1) signaling pathway (*EGLN3*) were detected in both the TH *vs*. YH and TH *vs*. TL comparisons (Table S6).

Of the primary molecular and cellular functions that were significantly overrepresented in the four comparison groups, according to IPA, the most relevant were involved in “cardiovascular system development and function” in TH *vs*. YH (23 genes, *P* = 1.33E-09–2.40E-03), “cardiac hypertrophy” in TL *vs*. YL (5 genes, *P* = 1.393E-05–1.90E-01), “cardiovascular system development and function” in TH *vs*. TL (16 genes, *P* = 4.22E-07–4.69E-03), and “skeletal and muscular system development and function” in YH *vs*. YL (3 genes, *P* = 7.05E-06–9.10E-03).

Among the related specific functions of heart tissue, the main functions identified by IPA in TH *vs*. YH were “angiogenesis” (*ANXA2*, *CCL5*, *CD151*, *CD44*, *CTGF*, *EGLN3*, *FGF1*, *FN1*, *HDAC9*, *ITGA5*, *JUNB*, *NR4A1*, *PFKM*, *SLPI*, and *TGM2*; *P* = 1.33E-09), “binding of endothelial cells” (*ANXA2*, *CCL5*, *CD151*, *CD44*, *FGF1*, *FN1*, and *NR4A1*; *P* = 7.07E-09), and “development of blood vessel” (*ANXA2*, *ATF3*, *CCL5*, *CD151*, *CD44*, *CTGF*, *EGLN3*, *FGF1*, *FN1*, *HDAC9*, *ITGA5*, *JUNB*, *NR4A1*, and *TGM2*; *P* = 9.53E-08); in TL *vs*. YL were “hypertrophy of cardiomyocytes” (*AGT*, *CRYAB*, *CTGF*, and *DUSP1*; *P* = 1.39E-05) and “hypertrophy of heart” (*AGT*, *CRYAB*, *CTGF*, and *DUSP1*; *P* = 2.44E-04); in TH *vs*. TL were “formation of endothelial tube” (*ATF3*, *CCL2*, *CD44*, *FN1*, and *PPP1R14B*; *P* = 4.22E-07) and “angiogenesis” (*CCL2*, *CD151*, *CD44*, *CRYAB*, *FGF1*, *FN1*, *HSPB8*, *ITGAV*, *JUNB*, *PFKM*, and *TGM2*; *P* = 5.22E-06); and in YH *vs*. YL were “quantity of muscle cells” (*AGT*, *CCL2*, and *FLNC*; *P* = 7.05E-06) and “quantity of smooth muscle cells” (*AGT* and *CCL2*; *P* = 1.03E-04) (Table S6). 

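In TH and YH, the libraries give *ANXA2* at 355 and 275 FPKM in TH and 59.6 and 123 in YH (log2 fold change 1.86, standard error 0.38, limma adjusted p = 0.113) and *CD151* at 324 and 329 FPKM in TH and 94.7 and 112 in YH (log2 fold change 1.65, standard error 0.25, limma adjusted p = 0.0691). *JUNB* is at 51.1 and 53.6 FPKM in TH and 6.44 and 18.1 in YH (log2 fold change 2.16, standard error 0.43, limma adjusted p = 0.107), and *NR4A1* at 47.3 and 102 FPKM in TH and 10.3 and 13.6 in YH (log2 fold change 2.46, standard error 0.51, limma adjusted p = 0.118). *TGM2* is at 145 and 165 FPKM in TH and 68.4 and 78.0 in YH (log2 fold change 1.07, standard error 0.37, limma adjusted p = 0.245), and *ATF3* at 38.8 and 50.0 FPKM in TH and 5.24 and 9.16 in YH (log2 fold change 2.50, standard error 0.44, limma adjusted p = 0.0905). Lower in TH is *PFKM*, at 82.1 and 120.0 FPKM in TH and 330.2 and 350.0 in YH (log2 fold change -1.77, standard error 0.37, limma adjusted p = 0.118). For *HDAC9*, at 0.561 and 2.61 FPKM in TH and 49.8 and 3.62 in YH, the spread between the YH libraries exceeds the difference of the groups (log2 fold change -2.69, standard error 1.56, limma adjusted p = 0.434), and the fold change is -4.42 without YH2 and -0.96 without YH1. *ITGA5* is at 202 and 173 FPKM in TH and 79.5 and 2151 in YH (log2 fold change -1.14, standard error 1.36, limma adjusted p = 0.699), and it changes direction with the library left out, with -3.51 without YH1 and 1.23 without YH2. In Sscrofa10.2 these genes lie at ENSSSCG00000004578, chromosome 1, 123368015 to 123414408 (*ANXA2*), ENSSSCG00000012840, chromosome 2, 144752 to 149372 (*CD151*), ENSSSCG00000015368, chromosome 9, 96806465 to 96960969 (*HDAC9*), ENSSSCG00000000293, chromosome 5, 20442127 to 20465312 (*ITGA5*) and ENSSSCG00000013735, chromosome 2, 66505143 to 66507024 (*JUNB*). The other 4 lie at ENSSSCG00000028326, scaffold GL892233.1, 20 to 1787 (*NR4A1*), ENSSSCG00000021129, chromosome 5, 81676290 to 81694184 (*PFKM*), ENSSSCG00000023522, chromosome 17, 46592135 to 46629982 (*TGM2*) and ENSSSCG00000015595, chromosome 9, 143690555 to 143703872 (*ATF3*).
Between TL and YL, *AGT* is at 70.4 and 94.3 FPKM in TL and 28.4 and 27.7 in YL (log2 fold change 1.51, limma adjusted p = 0.160), and *DUSP1* at 155 and 115 FPKM in TL and 59.0 and 32.0 in YL (log2 fold change 1.59, limma adjusted p = 0.271). *CTGF* is at 81.2 and 151.4 FPKM in TL and 28.1 and 42.2 in YL (log2 fold change 1.66, limma adjusted p = 0.253). *CRYAB* shows no difference of the groups beyond the spread within them (log2 fold change -0.27, limma adjusted p = 0.937), with -1.21 without YL2 and 0.67 without YL1. *AGT* lies at ENSSSCG00000010184, chromosome 14, 64380783 to 64389549 and *CTGF* at ENSSSCG00000004192, chromosome 1, 35133812 to 35137139.
Between TH and TL, *CCL2* is at 156 and 91.2 FPKM in TH and 25.4 and 12.3 in TL (log2 fold change 2.68, limma adjusted p = 0.253), *PPP1R14B* at 235 and 99.1 FPKM in TH and 31.7 and 31.0 in TL (log2 fold change 2.25, limma adjusted p = 0.179) and *ITGAV* at 43.0 and 59.3 FPKM in TH and 17.2 and 16.8 in TL (log2 fold change 1.52, limma adjusted p = 0.152). *HSPB8* is at 635 and 486 FPKM in TH and 189 and 294 in TL (log2 fold change 1.23, limma adjusted p = 0.536). *ATF3* is lower in TH than in TL, where it is at 144 and 179.6 FPKM (log2 fold change -1.85, limma adjusted p = 0.244). *FN1* has a log2 fold change of 0.76 (limma adjusted p = 0.626), which is -0.11 without TH2.
Between YH and YL, *AGT* has a log2 fold change of 1.39 (limma adjusted p = 0.582) with YH at 80.2 and 70.9 FPKM. *CCL2* is at 12.1 and 52.5 FPKM in YH and 8.63 and 8.02 in YL (log2 fold change 1.50, limma adjusted p = 0.784), with 0.49 without YH2 and 2.52 without YH1. *FLNC* is at 248 and 702 FPKM in YH and 208 and 70.6 in YL (log2 fold change 1.77, limma adjusted p = 0.784), with 1.00 without YL2 and 2.55 without YL1. These genes lie at ENSSSCG00000017723, chromosome 12, 42514167 to 42516128 (*CCL2*), ENSSSCG00000013035, chromosome 2, 6932321 to 6934762 (*PPP1R14B*), ENSSSCG00000009844, chromosome 14, 35688332 to 35701411 (*HSPB8*), ENSSSCG00000016027, chromosome 15, 101580813 to 101720783 (*ITGAV*) and ENSSSCG00000016578, chromosome 18, 20855083 to 20884021 (*FLNC*).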

Notably, we obtained the same pathways via functional analysis of TH *vs*. TL and YH *vs*. YL by IPA. Thus, even when inhabiting the same environment, Tibetan and Yorkshire pigs utilize distinct genes to adapt to hypoxia. 

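Whether the altitude difference itself differs between the breeds was tested as the interaction of breed and altitude. limma calls 4 genes for the interaction (3 higher, 1 lower, adjusted p from 1.64e-05 to 2.70e-05), and all 4 are genes with at most 2 reads in every library. At an unadjusted p under 0.05, 1303 of the 11913 genes pass. Scaled by the FPKM sums, 40 genes are called.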

All of the DEGs that were related to hypoxic adaptation in the four groups are shown in Table 1.

**Table 1:** Potential key differentially expressed genes (DEGs) and their functions related to hypoxic adaption in the Tibetan pig.

Gene	TH/YH	TL/YL	TH/TL	YH/YL	Functional analysis
*A2M*	0.44	0.25	1.43	0.81	Complement and coagulation cascades, blood microparticle, VEGF signaling pathway
*AGT*	0.63	2.94	0.57	2.68	Renin-angiotensin system, vasculature development, muscle contraction, blood vessel development, regulation of blood pressure
*ANXA2*	3.44	1.18	4.19	1.44	angiogenesis, vasculature development,
*ATF3*	6.18	17.30	0.27	0.77	gluconeogenesis, DNA binding
*CD44*	2.82	0.82	5.80	1.68	ECM-receptor interaction, Hematopoietic cell lineage
*CCL5*	0.48	1.11	0.75	1.71	immune response, response to insulin stimulus
*COL3A1*	1.58	4.95	0.50	1.55	response to radiation, blood vessel development
*CRYAB*	2.20	0.68	4.68	1.45	mitochondrion, response to hypoxia, response to reactive oxygen species
*CTGF*	5.72	3.31	1.58	0.91	lung development, blood vessel development, vasculature development, angiogenesis, blood vessel morphogenesis, reactive oxygen species metabolic process, cardiovascular development, VEGF signaling pathway
*DUSP1*	3.92	2.96	1.50	1.13	MAPK signaling pathway
*EGLN3*	0.47	0.72	0.78	1.21	Pathways in cancer, renal cell carcinoma, oxidation-reduction process, response to hypoxia, HIF-1 signaling pathway
*FGF1*	4.32	1.55	0.33	1.59	MAPK signaling pathway, Pathways in cancer, blood vessel morphogenesis, blood vessel development, respiratory system development, cardiovascular development, VEGF signaling pathway
*DPP4*	0.22	0.31	0.55	0.75	response to hypoxia, response to oxygen levels, VEGF signaling pathway
*HBB*	2.27	1.94	2.00	1.71	cardiac myofibril assembly, hemoglobin complex, oxygen transport
*HBA*	2.26	2.73	1.60	1.93	cardiac myofibril assembly, hemoglobin complex, oxygen transport
*NPPA*	37.60	2.31	27.27	1.68	regulation of blood vessel size, cardiac muscle hypertrophy in response to stress, HIF-1 signaling pathway, regulation of blood vessel size, circulatory system process, regulation of blood pressure, hypertrophy in response to stress
*NPPB*	41.96	0.17	138.23	0.57	regulation of blood vessel size, regulation of blood vessel size, circulatory system process
*DECR1*	0.42	1.02	0.40	0.97	Mitochondrion, reductase (NADPH) activity, NADPH binding
*TGFB2*	9.24	1.74	2.03	0.38	heart development, vasculature development, cardiac muscle tissue development, response to oxygen levels, response to hypoxia, angiogenesis, regulation of heart contraction, immune system development, pathways in cancer, TGF-beta signaling pathway
*PDLIM3*	2.03	2.58	4.33	5.49	heart development, cardiovascular development
*FOS*	14.93	24.97	0.54	0.91	DNA binding, cellular response to reactive oxygen species, pertussis, pathways in cancer

TH, Tibetan highland pig; TL, Tibetan lowland pig; YH, Yorkshire highland pig; YL, Yorkshire lowland pig.

Based on functional annotation, 21 DEGs were associated with hypoxia (Table 1), which involved the GO terms of “response to hypoxia”, “blood vessel development”, “response to reactive oxygen species”, “circulatory system process”, “regulation of heart contraction”, and “immune system development”, as well as the HIF-1 signaling pathway, the mitogen-activated protein kinase (MAPK) signaling pathway, pathways in cancer, glycolysis/gluconeogenesis, and the TGF-beta signaling pathway. 

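Of the 84 fold changes that Table 1 prints for its 21 genes, 81 lie within 5% of the ratio of the mean deposited FPKM. After limma's adjustment over all genes tested, none of the 21 genes passes 0.01 in any comparison. Between TH and YH, 3 of them have an adjusted p under 0.05 and 17 an unadjusted p under 0.05. For TL to YL, TH to TL and YH to YL, the counts at an unadjusted p under 0.05 are 10, 12 and 4. When adjusted over the list alone, 11, 5, 5 and 0 genes pass 0.01 in the 4 comparisons in the same order. The study chose the list on these samples, so this is not independent evidence. The groups do not overlap for 19 of the genes between TH and YH, 16 between TL and YL, 17 between TH and TL and 8 between YH and YL, where chance gives 33.3%.
Of all 70 fold changes of the 44 genes named in the text, 65 keep their direction without any 1 library, and 45 also stay over 1 in size. With libraries divided by their FPKM sums, 28 of the 84 folds of Table 1 move by more than the spread between replicates, and with median-ratio factors 0.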

Three genes, *NPPA* (natriuretic peptide type A, also known as *ANP*), *NPPB* (natriuretic peptide type B, also known as *BNP*), and *FOS* (FBJ murine osteosarcoma viral oncogene homolog), exhibited substantial differential expression, with fold changes greater than 14 in TH *vs*. YH (Table 1). In particular, the expression level of *NPPB* in TH was 41.96, which was 138.23-fold higher than that in YH and TL, and may therefore exert a positive effect on hypoxic adaptation in these animals. Similarly, *NPPA* was also highly expressed in this group, with an expression level of 37.60, which was 27.27-fold higher than that in YH and TL. 

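*NPPA* (ENSSSCG00000003430, chromosome 6, 65830301 to 65830859) is at 2263 and 2146 FPKM in TH, 53.1 and 108 in TL, 23.1 and 93.1 in YH and 23.3 and 46.3 in YL. Its log2 fold change is 5.53 between TH and YH (standard error 0.68, limma adjusted p = 0.0448) and 4.84 between TH and TL (limma adjusted p = 0.0914). *NPPB* (ENSSSCG00000003431, chromosome 6, 65840060 to 65841530) is at 4963 and 3264 FPKM in TH, 7.75 and 51.7 in TL, 16.1 and 180.0 in YH and 278 and 64.3 in YL. Its log2 fold change is 6.18 between TH and YH (standard error 1.31, limma adjusted p = 0.122) and 7.55 between TH and TL (limma adjusted p = 0.173). For both genes the TH libraries lie above the other 6, and the wide spread of the low groups keeps them from the threshold. Both are called in both comparisons when libraries are divided by their FPKM sums. That fit gives every gene the variance of the trend and none of its own, and the lowest values below come from it. Over the alternatives the adjusted p of *NPPA* ranges from 6.08e-07 to 0.104 for TH to YH and from 7.60e-06 to 0.188 for TH to TL, and that of *NPPB* from 1.89e-09 to 0.200 and from 2.13e-17 to 0.289.
*FOS* (ENSSSCG00000002383, chromosome 7, 104293656 to 104297121) is at 53.8 and 85.5 FPKM in TH and 3.40 and 5.91 in YH (log2 fold change 3.64, standard error 0.33, limma adjusted p = 0.0201). Its adjusted p ranges from 0.0106 to 0.108. Without any 1 library its fold change stays between 3.31 and 3.97.
A list of 19 cardiac stress genes, 3 of which are in Table 1, is higher in TH than in TL (median log2 fold change 2.15, 18 of 19 genes, camera adjusted p = 5.46e-10) and than in YH (median 1.17, 17 of 19, camera adjusted p = 1.19e-04, 0.56 without YH1 and 1.63 without YH2). It is not higher in TL than in YL (median -0.21, 8 of 19, -0.60 without YL2 and 0.70 without YL1). Between YH and YL 16 of 19 are higher in YH (median 0.76, camera adjusted p = 0.0264), and the median is 0.08 without YL2. Whether the altitude difference of the list differs between the breeds was not tested.

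**Figure D4:**
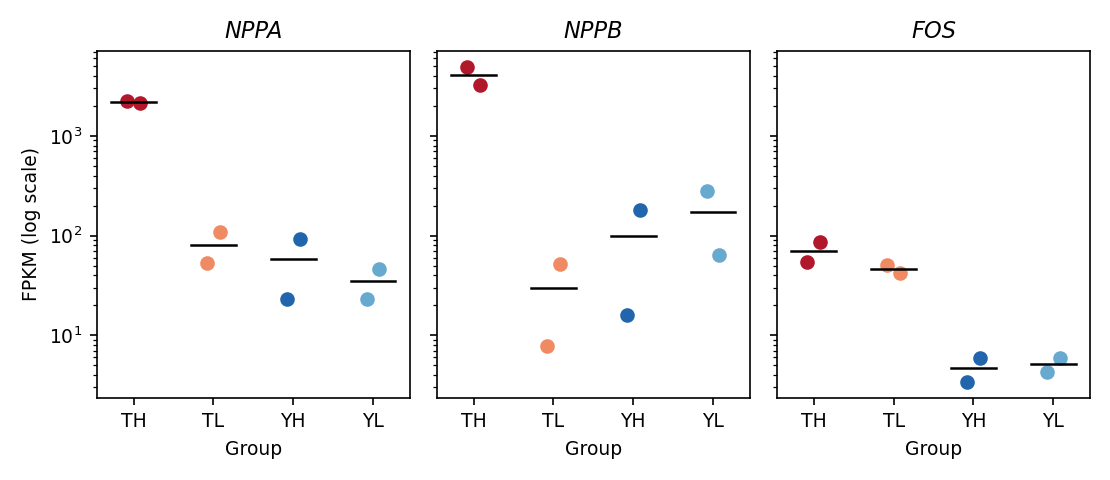
FPKM of *NPPA*, *NPPB* and *FOS* in the 2 libraries of each group. Bars give the group means.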

In humans, *ANP* and *BNP* constitute the dual natriuretic peptide system of the heart. Numerous studies have clearly shown that hypoxia stimulates atrial natriuretic peptide (ANP) secretion, resulting in cellular adaptation to hypoxia and protection of the ischemic heart^22–24^.

### Overview of protein identification and quantification by iTRAQ

A total of 128,390 spectra were obtained from the 8PLEX liquid chromatography tandem-mass spectrometry (LC-MS/MS) analysis (Fig. S4A). Pooling of the samples from both groups resulted in identification of 12,880 peptides at the peptide level, including 2578 proteins that had been originally identified with false discovery rates (FDR) ≤0.01, and with high confidence of the correct peptide sequence assignment. The numbers of proteins identified at distinct molecular weight ranges were as follows: 10–20 kDa (433), 20–30 kDa (443), 30–40 kDa (370), 40–50 kDa (318), 50–60 kDa (246), and 60–70 kDa (138). In total, these proteins accounted for 75.56% of those identified (Fig. S4B). In addition, the majority of the proteins were identified with high peptide coverage; 95.30% of the proteins had less than 50% sequence coverage, while 4.70% had greater than 50% sequence coverage (Fig. S4C). Among the proteins identified, 64.08% were represented by fewer than five peptides (Fig. S4D), indicating good sequence coverage of the proteins identified.

### Analysis of differentially expressed proteins (DEPs)

Based on the selection criteria of FC > 1.2 or <0.83, we detected 473, 297, 394, and 297 DEPs in the TH *vs*. YH, TL *vs*. YL, TH *vs*. TL, and YH *vs*. YL comparisons, respectively. Specifically, 253 up-regulated and 220 down-regulated DEPs were identified in the TH *vs*. YH comparison, while 115 and 182, 275 and 119, and 179 and 188 up-regulated and down-regulated proteins were detected in TL *vs*. YL, TH *vs*. TL, and YH *vs*. YL, respectively (Table S7, Fig. S5). Notably, there were 87 and 86 overlapping proteins in the TH *vs*. YH and TL *vs*. YL, and in TH *vs*. TL and YH *vs*. YL comparisons, respectively (Table S8, Fig. 1).

**Figure 1:**
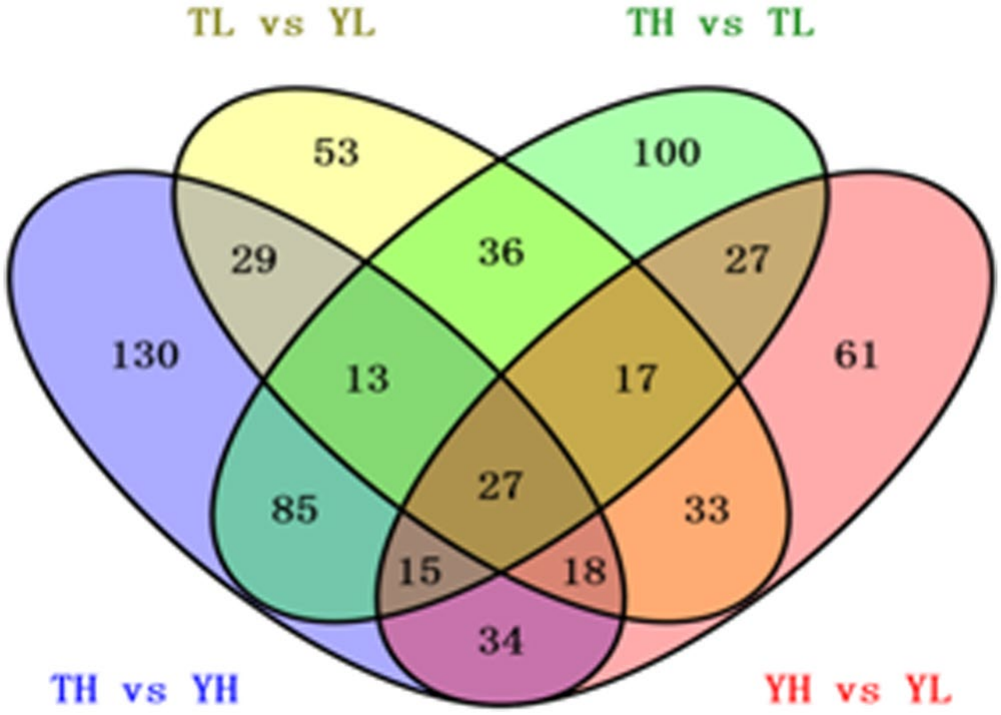
Venn diagram of differentially expressed genes (DEGs) among the four comparison groups. TH, Tibetan highland pig; TL, Tibetan lowland pig; YH, Yorkshire highland pig; YL, Yorkshire lowland pig.

### Validation of DEGs and DEPs

To validate the accuracy of the DEGs detected by RNA-seq analysis, we used real-time reverse transcription-quantitative polymerase chain reaction (RT-qPCR) to evaluate the expression levels of eight DEGs: *ADHFE1*, *CCL5*, *CKM*, *DECR1*, *DPP4*, *EGLN3*, *FOS*, and *SLA-5*. The expression levels of these genes in each group are shown in Fig. S6. 

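In the RNA-seq values, *SLA-5* (ENSSSCG00000001229, chromosome 7, 24683604 to 24687412) is at 71.3 and 60.9 FPKM in TH and 255 and 299 in YH (log2 fold change -2.05, standard error 0.23, limma adjusted p = 0.0374). *ADHFE1* (ENSSSCG00000006213, chromosome 4, 74419323 to 74452907) is at 21.4 and 22.6 FPKM in TH and 66.5 and 64.4 in YH (log2 fold change -1.53, standard error 0.30, limma adjusted p = 0.106), and *CKM* (ENSSSCG00000025268, scaffold GL896419.1, 12572 to 20830) at 1300 and 917 FPKM in TH and 2355 and 2087 in YH (log2 fold change -1.02, standard error 0.45, limma adjusted p = 0.325). *DECR1* (ENSSSCG00000006126, chromosome 4, 51207651 to 51243981) is at 29.7 and 27.2 FPKM in TH and 79.8 and 55.5 in YH (log2 fold change -1.20, standard error 0.24, limma adjusted p = 0.107).
Of the 8 genes measured by RT-qPCR, 7 have an unadjusted p under 0.05 between TH and YH, 3 between TL and YL, 5 between TH and TL and 0 between YH and YL. Over all genes tested, limma gives 3, 0, 0 and 0 genes with an adjusted p under 0.05. When adjusted over the list alone, the counts are 7, 3, 5 and 0. The genes were picked from these libraries, and the RT-qPCR values were not used here.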

The eight genes selected were differentially expressed among the four comparison groups (TH *vs*. YH, TH *vs*.TL, YH *vs*. YL, and TL *vs*. YL), and the RNA-seq data were concordant with those obtained by RT-qPCR. Moreover, RT-qPCR analysis confirmed the DEG expression patterns observed in the two pig breeds at each altitude (Fig. S7).

Notably, the results of previous studies suggest that the label-free method is typically more efficient, in regard to the number of proteins identified, than the iTRAQ approach^25–27^. In the current study, a total of 238 of the 351 (67.81%) and 686 (34.69%) proteins identified using the iTRAQ and label-free methods, respectively, were identified by both methods (Fig. S8A). For these proteins, the fold changes observed via each method were plotted, and a correlation with an R^2^ value of 0.604 was calculated (Fig. S8B). Of the overlapping 238 proteins, only three were found to be differentially expressed in divergent directions (i.e., up-regulation *vs*. down-regulation) in the comparison of TH *vs*. YH via iTRAQ and label-free experiments. Indeed, the overall trends of the commonly quantified proteins were in agreement between the two methods.

### Functional analysis of DEPs

To better understand the biological functions of DEPs in Tibetan and Yorkshire pigs at different altitudes, the DEPs were further classified to identify pathways in the heart tissues based on GO and KEGG functional annotations (Table S9, Fig. 2). In TH *vs*. YH and TL *vs*. YL, the GO terms were mainly associated with “mitochondrion” (involved in 39 proteins and 44 proteins, respectively), “oxidation reduction” (involved in 23 proteins and 23 proteins, respectively), “blood circulation” (contained proteins such as CAV2, ACE, RENBP, AGT, MYL1, COL1A2, EPHX2, ERAP1, STAT1, HBB, TCAP, and MYH6), “NAD or NADH binding” (involved in 5 proteins and 4 proteins, respectively), “response to oxygen levels” (involved in 8 proteins and 7 proteins, respectively), and “iron ion homeostasis” (contained proteins such as TF, TFRC, HPX, FTH1, HP, and CP). In addition, we found interesting GOs in TH *vs*. YH, such as “gas transport” (*HBQ1*, *CA2*, *AQP1*, and *HBB*), “regulation of blood pressure” (*ACE*, *RENBP*, *AGT*, *COL1A2*, *EPHX2*, *ERAP1*, and *HBB*), and “oxygen and reactive oxygen species metabolic process” (*CRYAB*, *AGT*, *EPHX2*, *BNIP3*, and *PARK7*).

**Figure 2:**
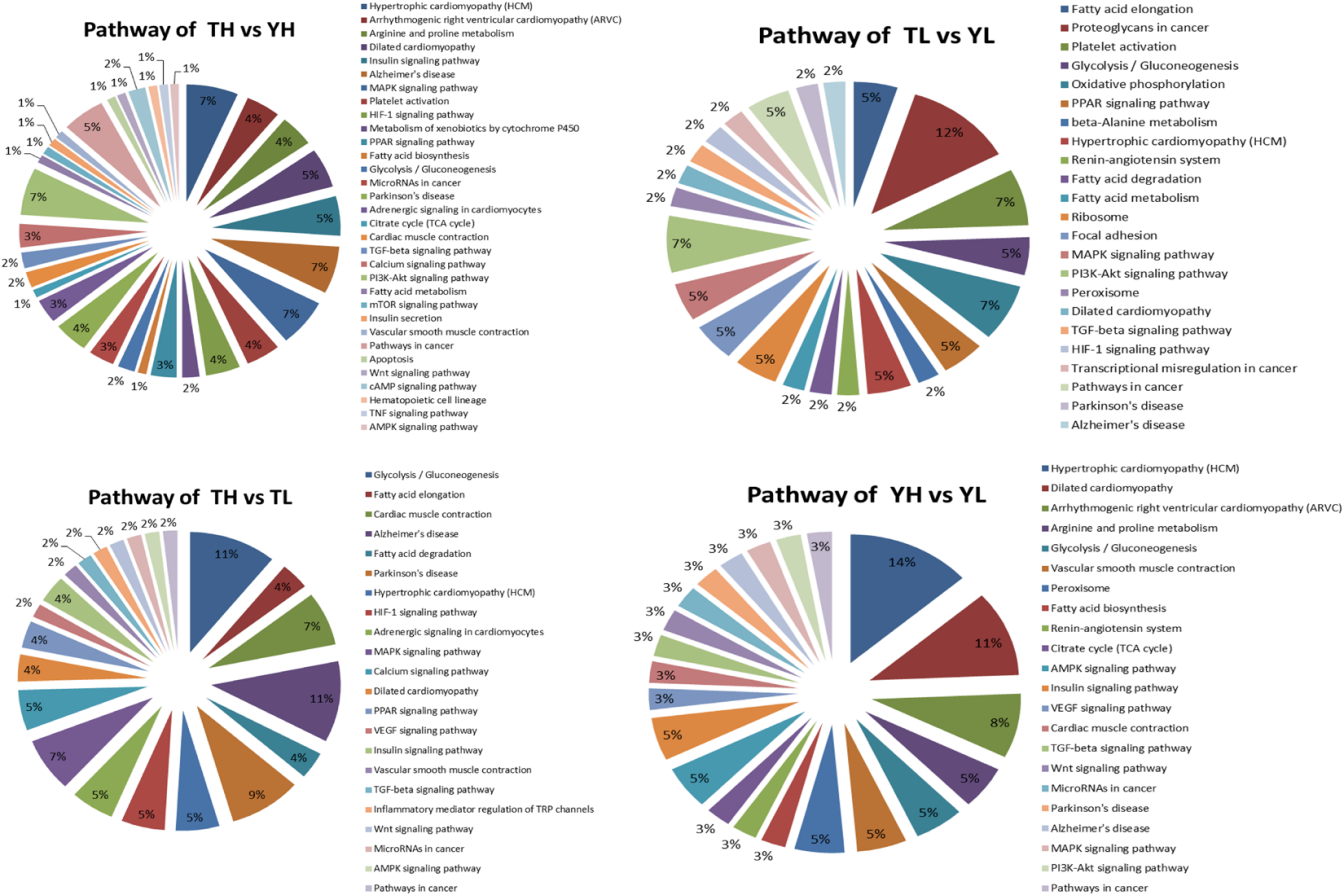
Differentially expressed protein (DEP) pathway analysis. TH, Tibetan highland pig; TL, Tibetan lowland pig; YH, Yorkshire highland pig; YL, Yorkshire lowland pig.

It is worth noting that 2–5% of the DEPs detected in the TH *vs*. YH, TL *vs*. YL, and TH *vs*.TL comparisons belonged to the HIF-1 signaling pathway. Likewise, 3–5% of the DEPs identified in the in TH *vs*. TL and YH *vs*. YL comparisons were associated with the vascular endothelial growth factor (VEGF) signaling pathway, which regulates angiogenesis and plays important roles in adaptation to hypoxic conditions. Meanwhile, the MAPK signaling pathway was enriched in 3–7% of the DEPs and pathways in cancer were enriched for 3–5% of the DEPs in the four comparison groups. The MAPK signaling pathway participates in HIF activation, and is involved in various cellular functions, including cell proliferation, differentiation, and migration^28^, while the proteins in pathways involved in cancer influence sustained angiogenesis, cellular proliferation, genomic damage, and inhibition of differentiation, all of which are closely related to cancer growth and development under hypoxic conditions^29^. In addition, the insulin signaling pathway, hypertrophic cardiomyopathy (HCM), glycolysis/gluconeogenesis, and dilated cardiomyopathy can be involved in hypoxic adaptation. All of the potential DEPs that were related to hypoxic adaptation in the four groups are shown in Table 2.

**Table 2:** Summary of hypoxia-regulated differentially expressed proteins (DEPs).

Protein	TH/YH	TL/YL	TH/TL	YH/YL	Functional analysis
MYL7	2.05	0.79	1.60	0.62	muscle contraction, actin cytoskeleton, actin binding, ATPase activity, contractile fiber part
PTPMT1	1.46	0.67	1.80	0.83	mitochondrion, inflammatory response, acute inflammatory response
PDLIM3	1.60	1.21	1.34	1.02	heart development, actin cytoskeleton, contractile fiber, cardiovascular development
A2M	1.42	0.72	1.62	0.83	Complement and coagulation cascades, blood microparticle, inflammatory response, regulation of immune effector process, VEGF signaling pathway
C6	1.29	0.78	1.28	0.77	inflammatory response, positive regulation of immune system process, acute inflammatory response, positive regulation of immune response, response mediated by circulating, defense response
CRYAB	1.46	0.86	1.41	0.82	response to hypoxia, mitochondrion, response to reactive oxygen species, oxygen and reactive oxygen species metabolic process, muscle contraction, oxygen species metabolic process
PDK4	1.10	1.02	1.45	1.34	mitochondrion, ATP binding, mitochondrion, reactive oxygen species metabolic process, glucose metabolic process
ERK2	1.20	0.98	1.15	0.94	HIF-1 signaling pathway, mTOR signaling pathway, TGF-beta signaling pathway, Vascular smooth muscle contraction, VEGF signaling pathway, cardiac muscle contraction
ACE	1.25	0.77	1.30	0.80	Vasculature development, response to oxygen levels, response to hypoxia, immune system development, regulation of blood pressure, heart contraction, Renin-angiotensin system, blood circulation
NAPG	1.24	0.77	1.21	0.75	mitochondrion, inflammatory response, actin filament binding,
CPS1	1.22	0.44	1.49	0.54	mitochondrion, glucose metabolic process, oxidation of organic compounds
HSPE1	0.98	1.50	0.80	1.23	inflammatory response, mitochondrion
DECR1	0.95	1.59	0.81	1.35	mitochondrion, 2, 4-dienoyl-CoA reductase (NADPH) activity, NADPH binding, oxidation reduction, iron ion homeostasis, muscle contraction
AHSG	0.72	1.20	0.78	1.30	inflammatory response, defense response,
ENO3	0.76	1.20	0.65	1.03	HIF-1 signaling pathway, glycolysis/gluconeogenesis, glucose metabolic process
MRPS26	0.63	1.40	0.68	1.52	mitochondrion, ribosome
DCN	0.50	0.80	0.80	1.29	TGF-beta signaling pathway
COL3A1	0.41	0.70	0.83	1.41	response to radiation, blood vessel development, Platelet activation
COL1A2	0.40	0.80	0.83	1.65	blood circulation, regulation of blood pressure, small GTPase mediated signal transduction
KRT8	0.32	0.67	0.75	1.56	contractile fiber part

TH, Tibetan highland pig; TL, Tibetan lowland pig; YH, Yorkshire highland pig; YL, Yorkshire lowland pig.

### Integrated analysis of DEGs and DEPs and iTRAQ and RNA-seq data

In total, 18,585 genes and 2,578 proteins were identified in the RNA-seq and iTRAQ analyses, of which 10,001 and 2,170 were annotated, respectively. Using these methods, the expression of 1,402 genes was detected at both the mRNA and protein levels (Fig. S9A). The proteome and transcriptome reflect gene expression at two different levels, and one of the goals of the combined analysis was to achieve data complementation and to obtain more complete information regarding the gene expression profiles of each organism at high and low altitudes. We obtained 473, 297, 394, and 297 DEPs in TH *vs*. YH, TL *vs*. YL, TH *vs*. TL, and YH *vs*. YL, respectively, of which 378, 220, 319, and 226, respectively, were annotated. A total of 26, 8, 23, and 7 genes were identified as DEGs and DEPs in the TH *vs*. YH, TL *vs*. YL, TH *vs*. TL, and YH *vs*. YL comparisons, respectively (Fig. S9B). The Pearson correlation coefficients obtained from a log_2_ function for TH *vs*. YH, TL *vs*. YL, TH *vs*. TL, and YH *vs*. YL were 0.40, 0.47, 0.60, and 0.42, respectively (Fig. S9C), indicating that only partial correlations were found at the mRNA and protein levels of overall gene expression. 

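The deposited FPKM were joined by gene symbol to the protein ratios of Table S7. Of the DEPs listed there (473, 297, 394 and 297 in the comparisons of TH to YH, TL to YL, TH to TL and YH to YL), 339, 200, 286 and 201 genes have both values. Over these genes the Pearson correlation of the log2 ratios is 0.106, 0.178, 0.285 and 0.118, and the Spearman correlation 0.128, 0.192, 0.208 and 0.137. RNA and protein change in the same direction for 55.2%, 62.5%, 61.2% and 50.7% of the genes, and no chance value was computed for these shares.
The choice of genes moves the Pearson correlations of the first 3 comparisons more than a pseudocount of 0.1 or leaving out 1 library does, and for YH to YL leaving out YL1 or YL2 moves it more. Over the genes that are in both Table S4 and Table S7 (25, 10, 24 and 9 genes), they are 0.371, 0.498, 0.642 and 0.158. With Tables S4-2 and S4-4 exchanged, as chosen after seeing the data, 21 genes of TL to YL give 0.459, and YH to YL keeps 3 genes, too few for a value. Over all matched DEPs, leaving out 1 library moves the values to between 0.0302 (without YH1) and 0.133 for TH to YH, and to between 0.00905 (without YL1) and 0.277 (without YL2) for YH to YL. None of the DEPs is among the genes that limma calls at an adjusted p under 0.01, and at an unadjusted p under 0.01 the counts are 22, 9, 18 and 2.
The number of proteins that Table S7 lists as lower in YH than in YL is 118, beside 179 higher.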

In summary, based on these results, we suggest that a substantial degree of post-transcriptional regulatory activity occurs during hypoxic adaptation, which has not been described in previous studies that focused solely on analyses of transcriptional and/or translational regulation.

## Discussion

The Tibetan pig, which inhabits high-altitude regions on the Qinghai-Tibet Plateau, has evolved genetic adaptations to these extreme elevations via natural and artificial selection^3^. Previous studies demonstrated that Tibetan pigs have a distinct suite of phenotypic and physiological characteristics, in regard to pulmonary vascular structures and blood flow^30, 31^. Sequencing of multiple individuals from various pig breeds revealed that certain genomic regions, including genes involved in the hypoxia response, olfaction, energy metabolism, and drug responses, are under selection in the Tibetan pig^10^. Moreover, miRNA-seq analysis identified several miRNAs that play regulatory roles in the hypoxic adaptation of these animals^4^. High-altitude adaptation is not controlled by a single gene, but by multiple evolved genetic adaptations acting in concert^32^. In the current study, we screened for key genes and proteins related to hypoxic adaptation by comparing Tibetan and Yorkshire pigs raised at different altitudes via RNA-seq and iTRAQ protein sequencing analyses. Subsequent functional enrichment analysis of each DEG and DEP identified via these analyses using GO and KEGG software identified 21 DEGs (*A2M*, *AGT*, *ANXA2*, *ATF3*, *CD44*, *CCL5*, *COL3A1*, *CRYAB*, *CTGF*, *DUSP1*, *EGLN3*, *FGF1*, *DPP4*, *HBB*, *HBA*, *NPPA*, *NPPB*, *DECR1*, *TGFB2*, *PDLIM3*, and *FOS*) and 20 DEPs (MYL7, PTPMT1, PDLIM3, A2M, C6, CRYAB, PDK4, ERK2, ACE, NAPG, CPS1, HSPE1, DECR1, AHSG, ENO3, MRPS26, DCN, COL3A1, COL1A2, and KRT8) that appear to be associated with adaptation to hypoxic conditions in the Tibetan pig. In particular, A2M, COL3A1, CRYAB, DECR1, and PDLIM3 were identified as both DEGs and DEPs.

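Of the genes in both Table S4 and Table S7 for the same comparison, *CRYAB* has an RNA fold of 2.19 and a protein ratio of 1.43 between TH and YH, and 4.68 and 1.37 between TH and TL. *DECR1* has 0.420 and 0.808, and 0.403 and 0.817. *PDLIM3* has 2.05 and 1.59, and 4.32 and 1.39. For *A2M* RNA and protein go opposite ways between TH and YH, 0.445 and 1.45. *COL3A1* is in both tables only under the title YH to YL (1.55 and 1.44), and between TL and YL, where its RNA fold is 4.94, its protein ratio is 0.691.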

Under hypoxic conditions, VEGF-mediated induction of *MEF2C* and its target gene *A2M* is strongly reduced, as is the expression of *HLX* and *UNC5B*. Together, these data suggest that up-regulation of *MEF2C*/*A2M* (and *HLX*/*UNC5B*) by VEGF is most strongly pronounced under normoxic conditions, and is inversely correlated with hypoxia^33^. 

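*A2M* (ENSSSCG00000000660, chromosome 5, 65243775 to 65320386) is at 29.0 and 9.15 FPKM in TH, 12.6 and 13.8 in TL, 26.9 and 58.7 in YH and 50.9 and 56.1 in YL. Both fold changes between the breeds are negative: -1.23 for TH to YH (standard error 0.55, limma adjusted p = 0.334) and -1.94 for TL to YL (limma adjusted p = 0.346). The first is -2.01 without TH1 and -0.44 without TH2. In TL and YL the groups are apart, with -2.01 to -1.87 when 1 library is left out.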

We found that the expression level of *A2M* in TH and TL hearts was higher than that in YH and YL hearts, respectively, which could explain why Tibetan pigs adapt better to hypoxic conditions than Yorkshire pigs, regardless of altitude. Meanwhile, TH hearts exhibited 4.68-fold higher levels of CRYAB expression than YH and TL hearts. 

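*CRYAB* (ENSSSCG00000015025, chromosome 9, 44428186 to 44434635) is at 6494 and 4239 FPKM in TH, 1041 and 1250 in TL, 1692 and 3200 in YH and 2636 and 717 in YL. The log2 fold change is 2.20 between TH and TL (standard error 0.66, limma adjusted p = 0.309) and 1.17 between TH and YH (limma adjusted p = 0.423). The smaller difference to YH is 0.71 without YH1 and 1.63 without YH2.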

Given that the siRNA mitochondrial pathway is activated in hypoxic cardiomyocytes in the presence of CRYAB, as evidenced by increased production of cytosolic cytochrome c^34^, our findings indicate that enhanced expression of this protein could comprise another reason for the superior adaption to hypoxic conditions of TH, compared to YH or TL. PDLIM3 (PDZ and LIM domain protein 3, also known as ALP) is necessary to maintain normal myocardial contractility. GO annotations related to this gene include sion. In summary, based nding and structural constituent of muscle”, and cytoskeletal mutations are known causes of genetically based forms of dilated cardiomyopathy. Moreover, the disruption of the gene encoding ALP is associated with right ventricular chamber dilation and dysfunction, directly implicating α-actinin-associated proteins in the onset of cardiomyopathy^35^. 

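*PDLIM3* (ENSSSCG00000015796, chromosome 15, 53297821 to 53328139) is at 236 and 351 FPKM in TH, 38.7 and 97.1 in TL, 76.6 and 209.6 in YH and 30.7 and 21.9 in YL. Between the breeds its log2 fold change is 1.18 at high altitude (standard error 0.59, limma adjusted p = 0.381) and 1.21 at low altitude (limma adjusted p = 0.626). These are 0.46 without YH1 and 1.90 without YH2, and 0.56 without TL2 and 1.87 without TL1. The differences with altitude are larger, 2.21 in Tibetan pigs (limma adjusted p = 0.268) and 2.25 in Yorkshire pigs (limma adjusted p = 0.688). The interaction of breed and altitude is -0.04 (limma adjusted p = 0.990).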

PDLIM3-specific up-regulation in Tibetan pigs might therefore increase cardiovascular permeability, promote vascular endothelial cell proliferation and migration, and increase the regulation of cardiovascular development to prevent the occurrence of cardiomyopathy.

In this study, we identified a set of associated DEGs (*CD44*, *CTGF*, *DPP4*, *CRYAB*, *EGLN3*, *FGF1*, and *FOS*) with at least one functional enrichment, such as “angiogenesis”, “binding of endothelial cells”, “development of blood vessel”, MAPK signaling, HCM, and pathways in cancer (Table 1). Of these, *CTGF* (connective tissue growth factor) and *FGF1* (fibroblast growth factor 1), which are involved in blood vessel and vascular development, were expressed at significantly higher levels in TH than in YH, suggesting an important role for the cardiovascular system in hypoxia adaptation. In particular, CTCF restricts upstream enhancers from activating VEGF, thereby inhibiting the induction of VEGF and angiogenesis^36^. 

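*CTGF* is at 192 and 176 FPKM in TH and 29.7 and 34.7 in YH (log2 fold change 2.48, standard error 0.35, limma adjusted p = 0.0592), and the fold change stays between 2.37 and 2.59 without any 1 library. *FGF1* (ENSSSCG00000024954, chromosome 2, 150317383 to 150418060) is lower in TH, at 15.3 and 18.0 FPKM in TH and 61.8 and 42.9 in YH (log2 fold change -1.58, standard error 0.38, limma adjusted p = 0.151). Both TH libraries of *FGF1* lie below both YH libraries, and the fold change is -1.84 without YH2 and -1.32 without YH1.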

Hypoxia is the principal driver of induction of VEGF during both physiological and pathological angiogenesis^37^. *FGF1* is recognized as an angiogenesis factor *in vivo*, and angiogenesis is known to be induced by hypoxia^38^. Our findings therefore indicate that Tibetan pigs must increase *CTGF* and *FGF1* expression and modify their cardiovascular response to hypoxia by increasing blood flow and cardiac pumping.

The expression levels of *CD44* and *PDLIM3* were also significantly higher in the heart tissues of TH than in those of YH, TL, or YL. 

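*CD44* (ENSSSCG00000013297, chromosome 2, 28156391 to 28374853) is at 75.5 and 81.1 FPKM in TH, 11.2 and 16.0 in TL, 12.96 and 42.6 in YH and 17.0 and 16.0 in YL, with both TH libraries above the other 6. The log2 fold change is 1.68 between TH and YH (standard error 0.50, limma adjusted p = 0.198) and 2.47 between TH and TL (limma adjusted p = 0.197). The first is 0.86 without YH1 and 2.51 without YH2.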

CD44 (CD44 molecule) transmembrane glycoproteins are cell adhesion molecules associated with aggressiveness and metastasis^37–40^, and cycling hypoxia has been shown to increase the population of CD44^+^/CD24^−^ cells in a metastatic breast cancer cell line^41^. Therefore, it seems probable that *CD44* expression is regulated by hypoxia. The functional effects of the up-regulation of *CD44* and its variant isoforms under hypoxic conditions, particularly in the context of hyaluronan levels, should be considered, as cell signaling events that promote anchorage-independent tumor cell growth, survival, migration, and metastasis occur through the binding of hyaluronan with CD44^40, 42, 43^. In addition, expression of *FOS* (also known as *c-FOS*), which was previously reported to be associated with the hypoxia response^44, 45^, was 17.3-fold higher in TL than in YL. Together, these data suggest that characterization of DEGs that differ between the two pig breeds could provide clues to understanding the distinct hypoxic adaptations of these animals.

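In the lowland groups *FOS* is at 50.9 and 42.0 FPKM in TL and 4.30 and 5.98 in YL (log2 fold change 2.96, standard error 0.33, limma adjusted p = 0.120). The ratio of the mean FPKM is 9.03, and that of *ATF3* in the same comparison is 17.3, with *ATF3* at 13.5 and 5.17 FPKM in YL. *FOS* is one of a list of 23 tested immediate early genes that are higher in Tibetan pigs at both altitudes. Of these, 20 are higher in TL than in YL (median log2 fold change 1.26, camera adjusted p = 1.30e-13) and 22 in TH than in YH (1.37, camera adjusted p = 5.46e-10). Within the breeds the list differs less with altitude, with medians of 0.28 and 0.21.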

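*EGLN3* (ENSSSCG00000001963, chromosome 7, 70667588 to 70695692) is at 35.2 and 29.2 FPKM in TH, 38.0 and 43.9 in TL, 81.2 and 56.5 in YH and 79.7 and 34.5 in YL. It is lower in TH than in YH (log2 fold change -1.06, standard error 0.41, limma adjusted p = 0.278, 0.189 to 0.400 over the alternatives), and with any 1 library left out it stays between -1.31 and -0.80. Between TH and TL the log2 fold change is -0.34 (limma adjusted p = 0.803). A list of 40 tested targets of HIF-1, *EGLN3* among them, shows no common direction: the median log2 fold change is 0.09 between TH and YH, 0.02 between TL and YL, -0.05 between TH and TL and 0.01 between YH and YL (lowest camera adjusted p = 0.649). All but the median between TH and TL, which is negative already, turn negative with median-ratio scaling.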

According to the GO and pathway analyses, the DEGs *CRYAB* (crystallin, alpha B), *DPP4* (dipeptidyl-peptidase 4), and *EGLN3* (egl nine homolog 3) comprise three functional candidate genes that were related to “response to hypoxia”. Indeed, *EGLN1* and *EGLN3* are strongly induced by hypoxia in most cell types^46^. his effect is likely important for cellular adaptation to hypoxic conditions, and is responsible for the increased oxygen-mediated HIF-1a degradation observed after long periods of hypoxia^47^. Indeed, the induction of *EGLN3* mRNA expression by hypoxia is particularly significant when compared to that of other hypoxia-responsive genes^44, 46, 48, 49^. *DPP4* is a novel marker of HIF-1 activity in tumors^50^. In our study, the *DPP4* expression level in TH hearts was 0.22-fold higher than that in YH hearts, and 0.31-fold higher than in TL or YL hearts.

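*DPP4* (ENSSSCG00000015894, chromosome 15, 76152547 to 76235571) is at 11.3 and 9.01 FPKM in TH, 16.5 and 20.3 in TL, 41.9 and 48.9 in YH and 52.3 and 68.4 in YL, lowest in both TH libraries. The log2 fold change is -2.06 between TH and YH (standard error 0.24, limma adjusted p = 0.0411) and -0.80 between TH and TL (limma adjusted p = 0.313). As ratios of the mean FPKM, TH is 0.553 times TL and 0.169 times YL.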

In the presence of low atmospheric oxygen, the oxygen levels in highland Yorkshire pigs introduced from the mainland were correspondingly low, and the difference in oxygen levels between capillary blood and mitochondria was small, resulting in hypoxia. A series of genes, such as *FLT-1* [fms-related tyrosine kinase 1 (vascular endothelial growth factor/vascular permeability factor receptor)], which was categorized with the GO term “vascular regulation” and HIF-1 signaling pathway in the YH group and is considered the strongest of the VEGF receptors, as well as the HIF-1 signaling pathway, were up-regulated in Yorkshire pigs in responses to hypoxia in the YH group. Hypoxic exercise can result in increased production of VEGF and Flt-1 in muscle tissue; following VEGF protein production, Flt-1 expression at the vascular endothelial cell membrane can be regulated via autocrine or paracrine responses and participate in muscle tissue angiogenesis^51^. 

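*FLT1* (ENSSSCG00000009320, chromosome 11, 5316369 to 5455380) is at 1.38 and 8.17 FPKM in TH, 5.36 and 5.97 in TL, 10.7 and 9.99 in YH and 7.92 and 4.96 in YL. The spread between the TH libraries is wider than most differences of the groups. Between TH and YH the log2 fold change is -1.28 (standard error 0.58, limma adjusted p = 0.338), with -2.25 without TH2 and -0.31 without TH1. Between YH and YL it is 0.64 (limma adjusted p = 0.813), with 0.35 without YL2 and 0.93 without YL1.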

In this study, expression of the Flt-1 gene was the highest in YH and the lowest in TH, possibly because compensatory responses increase vascular permeability in response to a hypoxic environment.

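Over 22 tested genes of glycolysis, 19 are higher in YH than in YL (median log2 fold change 0.23, camera adjusted p = 0.204) and 6 are higher in TH than in TL (-0.32, camera adjusted p = 0.0327). Between the breeds 10 are higher in TH than in YH (-0.29) and 17 in TL than in YL (0.27). The medians against YL turn with YL2: that of YH to YL is -0.12 without YL2 and 0.57 without YL1, and that of TL to YL -0.04 without YL2 and 0.57 without YL1. The glycolysis median of TH to TL is -0.55 without TH1 and -0.23 without TH2. The difference of the altitude effects was not tested for the list. The 74 nuclear genes of oxidative phosphorylation have medians of 0.17, 0.29, -0.01 and 0.14 for TH to YH, TL to YL, TH to TL and YH to YL, the second with 63 of 74 genes higher (camera adjusted p = 0.0251). This second median is -0.16 without YL2 and 0.75 without YL1, and the first is -0.22 without TH1 and 0.56 without TH2. The third is -0.37 without TH1 and 0.37 without TH2, and the last is -0.33 without YL2 and 0.61 without YL1. The 10 genes encoded on the mitochondrial genome have medians of 0.65, 0.08, 0.56 and 0 (lowest camera adjusted p = 0.100). They move with single libraries: TH to YH is 0.25 without TH1 and 1.07 without TH2, TL to YL -0.77 without YL2 and 0.89 without YL1, TH to TL 0.12 without TH1 and 0.99 without TH2, and YH to YL -0.79 without YL2 and 0.83 without YL1.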

The specific KEGG enrichments in the Yorkshire pig were primarily concentrated in energy metabolism pathways, such as the glycolysis pathway. This was not surprising as, under hypoxic conditions, myocardial contraction requires increased adenosine triphosphate (ATP) consumption. However, while most differentiated cells employ mitochondrial oxidative phosphorylation to generate ATP to maintain cell processes under normoxic conditions, cells exposed to hypoxia typically produce ATP via glycolysis, which produces lower levels of this energy source than aerobic oxidation. As such, under hypoxic conditions, animals must up-regulate glycolysis to meet the consumption requirements of myocardial cells. In particular, the primary DEGs associated with energy metabolism in Yorkshire pigs were *ITGA5*, *PCK1*, and *PCK2*. 

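*PCK1* (ENSSSCG00000007507, chromosome 17, 65094782 to 65100751) is at 1499 FPKM in YL2 and at most 0.970 in every other library, YL1 included, and was not tested because it reaches 1 FPKM in 1 library. *PCK2* (ENSSSCG00000002009, chromosome 7, 80458470 to 80468943) is at 0.421 and 0.597 FPKM in YH, 0.314 in YL1 and 211.0 in YL2 (log2 fold change -3.47, standard error 1.99, limma adjusted p = 0.784). The fold change to YH is -7.14 without YL1 and 0.20 without YL2, and that of TL to YL, -3.63, is -7.30 without YL1 and 0.03 without YL2. *ITGA5* is high in 1 YH library, YH2, and its log2 fold change between YH and YL is 3.14 (limma adjusted p = 0.784), with 0.77 without YH2 and 5.51 without YH1. *ITGA5* and *PCK2* pass the threshold when libraries are divided by their FPKM sums, with adjusted p over the alternatives from 0.00354 to 0.857 and from 1.90e-06 to 0.857. That scaling gives every gene the variance of the trend, so the spread between its own libraries does not count against it. Of the 6 genes of a gluconeogenesis list found in the table, 3 pass the filter on low values, too few for a test of the list. Without the filter, a setting chosen after seeing the data, 1 of the 6 is higher in YH than in YL (median log2 fold change -3.56, camera adjusted p = 0.0318), and in 5 of the 6 YL2 is more than 2 times higher than every other library.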

Glycolysis produces phosphoenolpyruvate (PEP), and the overexpression of *PCK1* can lead to increased PEP production and gluconeogenesis^52^.

In this study, many genes were found to exhibit consistency in regard to changes in transcript and protein levels; however, there were several cases in which inconsistent results were obtained by RNA-seq and iTRAQ analysis, suggesting that post-transcriptional regulation plays an important role in the adaptive response to hypoxia in Tibetan pigs. Both transcriptomic and proteomic data are important for deciphering the molecular processes involved in this process. Previous studies have shown that the abundance of mRNA transcripts is does not completely correlate with expression level of certain genes^53^. Indeed, we also found only partial correlations between the mRNA and protein expression levels of certain genes^54^. Thus, transcriptomic analyses do not fully represent protein expression^55^. As such, analysis of transcriptomic or proteomic data alone is insufficient for accurate characterization of functional mechanisms; only by combining these approaches can we obtain a more comprehensive understanding of the biological functions of organisms.

In conclusion, we identified important hypoxia-adapted genes and proteins in Tibetan pigs, and by combining RNA-seq and iTRAQ data obtained from pig heart tissues, we elucidated the regulatory relationship between DEGs and DEPs. A combination of transcriptomic and proteomic data revealed several key candidate regulators (*A2M*, *PDLIM3*, *CRYAB*, and *ACE*) and pathways (HIF-1 signaling pathway, cardiovascular development, VEGF signaling pathway, and pathways in cancer) that might play high-priority roles in the hypoxic adaptation of Tibetan pigs. These results provide new insights into the molecular mechanisms involved in hypoxia-adaptation regulatory networks, and a greater understanding of human hypoxic diseases. However, further studies are required to confirm the DEGs and DEPs involved in regulating hypoxia identified in this work.

## Materials and Methods

### Sample preparation and extraction

The experimental design comprised four treatment (comparison) groups (*n = *8 per group): Tibetan and Yorkshire pigs raised in the highlands [Linzhi, Tibet, 3000 m above mean sea level (AMSL)] and lowlands (Beijing, China, 100 m AMSL). The animals were slaughtered at the age of six months, and heart tissue samples were collected, immediately frozen in liquid nitrogen, and stored at −80 °C (Table S1). The procedures for animal care were approved by the Animal Welfare Committee of the State Key Laboratory for Agro-biotechnology of the China Agricultural University (Approval number XK257), and all experiments were conducted in accordance with approved relevant guidelines and regulations.

### RNA isolation, library preparation, and sequencing

Total RNA was isolated using Trizol^®^ reagent (Invitrogen, Waltham, MA, USA)^55^. The integrity and concentration and purity of each sample was evaluated via 1% agarose gel electrophoresis and using a NanoDrop^™^ 2000 Biophotometer (Thermo Fisher Scientific, Waltham, MA, USA), respectively. Samples were then reverse transcribed into cDNA using Superscript II reverse transcriptase (Invitrogen) and random hexamer primers. For RNA-seq analyses, RNA pools were created using equal quantities of RNA from four individuals; two biological replicates were included in each group. RNA-seq libraries were constructed according to the manuals provided by Illumina, Inc. (San Diego, CA, USA), and were sequenced using the HiSeq 2000 platform to generate 100-bp paired-end reads. All RNA sequencing data are deposited in the Gene Expression Omnibus under accession number GSE92981.

### Mapping and annotation of sequencing reads

Raw RNA-seq reads were arranged using CLC Genomics Workbench 4.8 software (CLC Bio, Aarhus, Denmark). All reads for which the quality of more than half of the bases was less than 10, as well as all reads that contained more than two Ns or were smaller than 20 bp in length, were eliminated from subsequent analyses. After removal of the adapters, the remaining clean reads were aligned to the whole pig genome (Sscrofa10.2.72) (ftp://ftp.ensembl.org/pub/release-72/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.72.dna.toplevel.fa.gz) using TopHat (version 2.0.9) software^56^; two mismatches were allowed per 100-bp read for each alignment. Finally, BAM files generated using SAMtools^57^ were used for subsequent analysis. Quality control and read statistics were determined using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Quantification and differential gene analysis for RNA-seq

FPKM values obtained using Cufflink software (version 2.1.1) were used as values for normalized gene expression^58^. Differential expression analyses of four comparison groups (TH *vs*. YH, TH *vs*.TL, YH *vs*. YL, and TL *vs*. YL) were performed using the DESeq R package (1.10.1)^59^. The resulting *P*-values were adjusted using the Benjamini-Hochberg method. Results were expressed as the fold change (FC) of the average expression of case groups to that of the respective control group. Among the four comparison groups, DEGs were identified as those genes for which log_2_ (FC) > 1 and *P* < 0.01.

### Protein isolation, enzymolysis, and iTRAQ labeling

Heart tissues were ground into powder in liquid nitrogen using lysis buffer (Roche). The resulting samples were then ultrasonically disrupted for extraction of total protein. After centrifugation at 10,000 × g for 30 min at 4ly, supernatants were collected, and protein concentrations were determined using an enhanced BCA (bicinchoninic acid) Protein Assay Kit (P0010; Beyotime Biotechnologies, Ltd., Beijing, China), according to the manufacturer’s instructions. The protein samples (200 μg) were mixed with dl-dithiothreitol and alkylated with iodoacetamide, and then treated with trypsin overnight at a trypsin-to-protein ratio of 1:100.

Protein peptides (15 μg) from each group were labeled using an 8plex iTRAQ reagent multiplex kit (SCIEX, Framingham, MA, USA). The samples were labeled as 113 (TH1), 114 (TH2), 115 (YH1), 116 (YH2), 117 (TL1), 118 (TL2), 119 (YL1), and 121 (YL2). The labeled samples were pooled and further fractionated offline using an ÄKTA Purifier 100 (GE Healthcare) with a strong cation exchange column (PolySULFOETHYL A^™^; PolyLC Inc., Columbia, MD, USA). The retained peptides were eluted with Buffer A [10 mM KH_2_PO_4_ in 25% ACN (acetonitrile), pH 3.0] and Buffer B (10 mM KH_2_PO_4_ and 500 mM KCl in 25% ACN, pH 3.0) with a flow rate of 1.0 mL/min.

### LC-MS/MS analysis

Eluted fractions were lyophilized using a centrifugal speed vacuum concentrator (CentriVap^®^ Complete Vacuum Concentrator; Labconco, Kansas City, MO, USA) and dissolved in 0.1% formic acid. Equivalent amounts of peptides from each fraction were mixed and then subjected to reversed-phase nanoflow LC-MS/MS analysis using a high-performance liquid chromatography system (EASY-nLC^™^, Thermo Fisher Scientific) connected to a hybrid quadrupole/time of-flight mass spectrometer equipped with a nano-electrospray ion source. The peptides were separated on a C18 analytical reverse-phase column with mixtures of Solution A (0.1% formic acid in water) and Solution B (0.1% formic acid in ACN). A full MS scan was conducted using a Q Exactive^™^ mass spectrometer (Thermo Fisher Scientific).

### Database search and protein identification and quantification

For peptide identification and quantification, MS/MS data were searched against the “Sus_scrofa_35257_20151120_uniprot.fasta” file using Mascot 2.2 and Proteome Discoverer^™^ 1.4 software (Thermo Fisher Scientific). A unique protein with at least two unique peptides that had an FDR <0.01^60^ was used for data analysis. Protein quantification was based on the total intensity of the assigned peptides. The average of eight labeled sample mixes was used as a reference, and was based on the weighted average of the intensity of report ions in each peptide identified. The final protein ratios were normalized to the median average protein content of the 8plex samples. FC > 1.2 or FC < 0.83 was set as the threshold for identifying differentially expressed proteins.

### GO and KEGG enrichment analysis of DEGs and DEPs

DEGs and DEPs were classified by GO and KEGG using DAVID online software (https://david.ncifcrf.gov/)^61^. For these analyses, an official gene symbol for each DEG or DEP was uploaded, and the species with the maximum number of annotations was used. The GO terms used were BP, CC, and MF, and KEGG pathways with corrected *P*-values < 0.05 were considered significantly enriched. In addition, IPA software (http://www.ingenuity.com/; Ingenuity Systems, Redwood City, CA, USA) was used to compare the DEGs among the four treatment groups. Accession numbers for these genes were imported into IPA, and the “Core Analysis” function was used to analyze the genes in the context of networks, biological functions, and canonical pathways. Detailed information concerning IPA analyses was published previously^60, 62, 63^. GO annotation and KEGG pathway analysis of the DEPs was also performed using KOBAS 2.0 (http://kobas.cbi.pku.edu.cn/)^64^ online software.

### Verification of RNA-seq and iTRAQ data

RT-qPCR primers were designed to span the exon-exon boundaries of eight genes selected by RNA-seq; the characteristics of the primers are listed in Table S2. RT-PCR analysis was performed using a SYBR^®^ Green I PCR Master Mix Kit (FP204; Tiangen Biotech Co. Ltd., Beijing, China) on a CFX96^™^ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA), according to the manufacturer’s instructions.

The results for TH *vs*. YH obtained by iTRAQ analysis were validated via the label-free technique, as described previously. Label-free quantification is a mass spectrometry method used to determine the relative amounts of proteins of interest in two or more biological samples. Unlike other methods of protein quantification, label-free quantification does not use a stable isotope-containing compound to chemically bind to, and thus, label the protein^63, 65, 66^.

## Electronic supplementary material

Supplementary Figure S1-S9 and Table S1-S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

How the deposited data were processed for this re-analysis (not part of the article)

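The study measured RNA of heart in 4 groups of pigs, Tibetan and Yorkshire pigs at 3000 m (TH, YH) and at 100 m (TL, YL), with 2 libraries per group and 4 pigs pooled in each library. The labels of the samples give breed, altitude group and replicate number, and nothing in them pairs the libraries of different groups. For YL1 and YL2 the descriptions point to the file of TL, in conflict with their titles and breed, and they were taken as YL by title, breed and column label.
The authors aligned the reads to Sscrofa10.2 with TopHat, computed FPKM with Cufflinks and called DEGs with DESeq, as their methods state. The table they deposited lists 18975 genes with 2 values per library. The first is FPKM, fragments per kilobase of transcript and per 1000000 mapped fragments. The second is a signal that the authors scaled by 1 factor per library from the reads on each gene, named a count in the table but not a whole number. Dividing this signal by the smallest step of its library turns 99.8% of the low values into whole numbers. The reads on genes given here were obtained in this way. The signal was used only for depth, a filter and the reads given for single genes. Reads on genes are 26723000 in TH1, 15687000 in TH2, 18213000 in TL1, 22800000 in TL2, 19653000 in YH1, 19643000 in YH2, 18612000 in YL1 and 21456000 in YL2. The paper's total of reads was not used here. The highest FPKM of a gene with 2 reads or fewer in every library is 72741. FPKM sums differ between libraries from 1563940 to 8559104. Another 8 columns of the table, group means and ratios, were not used. Symbols were taken from the table for 14256 genes and from a table of gene names for 1025, and 3694 genes keep their Ensembl ID.
Groups were compared with limma 3.58.1 in R 4.3.3. A linear model with a term for each group was fitted to log2(FPKM + 1) of all 8 libraries, with moderated variances that follow the mean (the prior has 2.83 degrees of freedom beside 4 of the residuals). The 11913 genes with at least 1 FPKM in at least 2 libraries were tested. The p-values of each comparison were adjusted over all genes tested with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.01 and a log2 fold change over 1 in size. The 4 comparisons were TH to YH, TL to YL, TH to TL and YH to YL, and the interaction was the TH to TL difference minus the YH to YL difference. Genes were named by a fixed rule: the 21 genes of Table 1, the 8 genes of the RT-qPCR, every other gene that the results or discussion name as an RNA-seq result, at most 8 genes of a list by the highest mean FPKM, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap between the groups. The genes of the Y and X chromosomes were chosen after their values were seen.
The lists tested with camera were kidney, liver, lung, skeletal muscle, adipocyte, blood, atrial, ventricular, immediate early, cardiac stress, extracellular matrix, T and natural killer cell, interferon, HIF-1 target, glycolysis, gluconeogenesis, renin-angiotensin, cytosolic ribosome, nuclear oxidative phosphorylation and mitochondrially encoded genes. Lists with fewer than 5 genes left by the filter (lung, gluconeogenesis) were not tested with it, and the 72 tests of the other 18 lists were adjusted together. Without the filter, a setting chosen after seeing the data, all 20 lists were tested. Genes of Table S4, of the terms of Table S5 and the protein ratios of Table S7 were read from the paper's supplement. Fold changes compared with Table S4 used a pseudocount of 0.01. Tables, correlations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The fit was tested on simulated data with the group sizes and the spread of each gene as observed. Of 200 genes changed by a log2 fold change of 3, it called 71.5% at an adjusted p under 0.01 with 0 false calls, and 85% at 0.05 with 8 false calls. The median fitted change was 2.97, and the fit made 0 calls in a comparison without any change. Changed genes were drawn only from those with a mean log2(FPKM + 1) over 3. The noise was normal and independent between genes, and no simulated library stood apart as YL2 does. These rates therefore need not hold for the deposited libraries.
The alternatives set beforehand were a pseudocount of 0.1, no filter on low values (18975 genes), a mean of at least 10 FPKM (4270 genes), median-ratio scaling (1 factor per library from the genes with at least 10 FPKM in every library), each library scaled to an FPKM sum of 1000000, moderation without trend, a term for the replicate number, only the 4 libraries compared, an adjusted p under 0.05, an unadjusted p under 0.01 and each library left out in turn. With 1 library left out a group has 1 library, so only fold changes are given for it. Alternatives chosen after seeing the data were a filter of at least 10 reads in at least 2 libraries (13636 genes), a library of the groups not compared left out, Tables S4-2 and S4-4 exchanged, and lists without the filter on low values. The values of Table S4 and of the correlations of RNA and protein with 1 library left out were also chosen then. The measured RT-qPCR values were not used here, and of the iTRAQ data only the ratios of Table S7 were.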

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

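All tests of explanations in this part were chosen only after the result was seen, apart from those that set the ribosomal protein genes against the scaling and against TH1.
Over the 8 libraries, 27 measures were each examined for a library whose distance to its nearest neighbor exceeds the critical share of the whole range of Dixon's test. In 9 of them 1 library passed, 7 times YL2, where chance gives 1.35 of 27. YL2 has the most genes above 0 FPKM, 17326 against 15907 to 16435. Its mean Pearson correlation with the other 7 libraries is 0.857, against 0.923 to 0.943. Its median log2(FPKM + 1) is the highest for the kidney list (5.98, others 0 to 0.20), the gluconeogenesis list (8.20, others 0.28 to 1.08), the renin-angiotensin list (3.82, others 0.71 to 2.07), the adipocyte list (3.71, others 1.05 to 2.21) and the skeletal muscle list (0.20, others 0.05 to 0.09, so near the floor). In addition, 273 genes at 10 FPKM or more in YL2 are below 1 FPKM in every other library, against 5 to 13 such genes for each other library.
Several explanations of YL2 were weighed. Low depth is argued against by 21456000 reads on genes, within the range of the others. The authors' normalization is argued against by the mean Spearman correlation of 0.844, which no scaling of a library changes. A library wholly of another tissue is argued against by the ventricular list, whose FPKM in YL2 is 0.478 times that in YL1 at the median (medians 9.50 and 22.4). RNA of liver as the cause is argued against by 8 abundant liver transcripts (*ALB*, *APOA2*, *FGA*, *FGB*, *SERPINA1*, *CPS1*, *HP* and *AHSG*), the highest of which reaches 2.14 FPKM in YL2. Other genes expressed in liver are high there, such as *APOC3* at 94.7 and *TF* at 42.2 FPKM, named after their values were seen. A difference of lowland Yorkshire pigs as a group is argued against by YL1, in which 0 genes of the kidney list are more than 2 times higher than in the other groups. A candidate explanation is RNA of kidney in the YL2 pool: 38 of the 38 genes of the kidney list found in the table (100%) are more than 2 times higher in YL2 than in every other library, with a median of 62.4 FPKM against at most 0.148 in another library. Of these 38 genes, the other libraries express 7 at 1 FPKM or more, another list holds 1, and 31 are in a list of Table S4 and so were picked from these libraries. The 7 tested kidney genes give camera adjusted p = 9.56e-04 for TL to YL (median log2 fold change -2.39, 0 of 7 higher, -3.94 without YL1 and 0.20 without YL2) and 3.68e-04 for YH to YL (median -2.33). They show no difference for TH to YH (median 0.33). No kidney gene of the list is among the DEPs of Table S7 in any comparison. How the RNA would have entered the pool, or whether it entered at the bench or in the sequencing, was not tested.
TH1 has an FPKM sum of 8559104, against 1563940 to 4017846 in the others, and its ribosomal protein genes have a median log2(FPKM + 1) of 9.81, against 8.47 to 9.10. The scaling was weighed as an explanation of the higher ribosomal genes in TH. With median-ratio factors the median log2 fold change between TH and YH is 0.67, close to the value without them, which argues against it. TH1 alone is argued against by the value without TH1, 0.42. Dividing by the FPKM sums turns the median to -0.17 and leaves it 0.33 above that of all genes, so the direction relative to other genes holds and the absolute one does not. Between TH and TL the same scaling gives 0.11, or 0.38 above all genes. In 58 of the 80 genes both TH libraries lie above the other 6. A biological difference of TH may remain, as a hypothesis found in these same libraries.
The altitude difference itself differs between the breeds, by the interaction term in limma, for 4 genes: *snoU13* (10.62 on the log2(FPKM + 1) scale, adjusted p = 1.64e-05), ENSSSCG00000018734 (11.90, 2.70e-05), *snosnR61* (14.69, 2.70e-05) and ENSSSCG00000030555 (-11.08, 1.64e-05). All are listed at 0 in 6 libraries, so these values depend on the pseudocount and are no folds. In all, 4 of the 6 genes called in any comparison have at most 2 reads in every library. Whether their FPKM are inflated by a very short length stays open, since the length used for the FPKM was not measured. The loci of *snoU13* and ENSSSCG00000030555 span 105 and 95 bp, and those of ENSSSCG00000018734 and *snosnR61* 1760 and 114448 bp. With at least 10 reads in at least 2 libraries required, a filter chosen after seeing the data, 0 genes are called for the interaction. Among all tested genes, 215 have at most 10 reads in every library.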

How the results depend on the processing

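The filter on reads, the library of other groups left out, the exchanged lists, the unfiltered gene lists and the leave-one-out values of Table S4 and of the proteins were chosen after seeing the data, and all other alternatives before.
Among the alternatives that keep an adjusted p under 0.01, scaling each library to a sum of 1000000 raises the calls the most: 38 genes for TH to YH, 97 for TL to YL, 30 for TH to TL, 69 for YH to YL and 40 for the interaction, against 4, 1, 6, 0 and 4. The share of calls that are higher in the first group goes from 100% to 39.5% for TH to YH, from 100% to 20.6% for TL to YL, from 83.3% to 46.7% for TH to TL and from 75% to 60% for the interaction, and is 20.3% for YH to YL. The median of all genes moves by -0.47, -0.24, -0.25 and -0.02 in the 4 comparisons. Under this scaling the moderated variance of every gene equals the trend. Calls shared by TH to YH and TL to YL go from 0 to 9, and those shared by TH to TL and YH to YL from 0 to 5.
An adjusted p under 0.05 gives 31 genes for TH to YH (20 higher, 11 lower) and 12 for TH to TL (10 higher, 2 lower), and leaves 1, 0 and 5 for TL to YL, YH to YL and the interaction. An unadjusted p under 0.01 gives 484, 242, 306, 100 and 339 genes, with 59 and 12 shared. A pseudocount of 0.1 gives 1 call for YH to YL. With only the 4 libraries compared there are 2 calls for TL to YL and 11 for TH to TL (4 higher, 7 lower). With at least 10 reads in at least 2 libraries there are 1, 0, 2, 0 and 0 calls. Median-ratio scaling, moderation without trend, no filter and a mean of at least 10 FPKM keep every count within 1.5 times. Leaving out a library of the groups not compared changes 6 of 16 counts by more than 1.5 times, all upward: 2 for TL to YL without any TH or YH library and 13 for TH to TL without YL1 or YL2. At an adjusted p under 0.05, the TH to YH calls rise without YL1 or YL2 and fall without TL1 or TL2.
The replicate block, a term for the replicate number in the model, gives 3, 1, 4, 0 and 4 calls, and the calls it takes away are those of *CRTAC1* (TH to YH and TH to TL) and *CHI3L1* (TH to TL). The correlation across genes of the deviations of equally numbered libraries is -0.0844 to 0.118 for the 6 pairs of groups, so the numbers do not pair the libraries.
Counted among detected genes only, 3.16% of genes lie from 100 to 1000 FPKM and 96.3% below 100 FPKM. Over the genes that are DEGs and DEPs, the Pearson correlation of RNA and protein is 0.371 for TH to YH, 0.498 for TL to YL (0.459 with Tables S4-2 and S4-4 exchanged) and 0.642 for TH to TL. Over all matched DEPs it is 0.106, 0.178, 0.285 and 0.118 for TH to YH, TL to YL, TH to TL and YH to YL, and with each of the 4 libraries left out in turn it ranges from 0.0302 to 0.133 for TH to YH, from 0.137 to 0.191 for TL to YL, from 0.220 to 0.323 for TH to TL and from 0.00905 to 0.277 for YH to YL.
The Spearman correlation of the fold changes with Table S4 ranges, with 1 library left out, from 0.683 to 0.901 for Table S4-1 and from 0.848 to 0.925 for Table S4-3. For Table S4-2 it ranges from 0.208 to 0.962 with TL to YL and from 0.459 to 0.984 with YH to YL, and for Table S4-4 from 0.127 to 0.943 with YH to YL and from 0.243 to 0.982 with TL to YL. In all 4 ranges the lowest value is the one without YL2.
Of the 30 list tests past 0.05, 2 remain with fry (T and natural killer cell and atrial genes, TH to YH) and 0 with the correlation estimated, whose lowest adjusted p is 0.277. Median-ratio scaling reverses 7 medians, all within 0.1 of 0: HIF-1 targets to -0.0359 (TH to YH), -0.0514 (TL to YL) and -0.0545 (YH to YL), ribosomal genes to -0.0370 (TL to YL), mitochondrially encoded genes to -0.00722 (TL to YL) and -0.0619 (YH to YL) and extracellular matrix genes to -0.0782 (TH to TL). Without the filter on low values the extracellular matrix median of TH to TL is -0.0111. Median-ratio scaling takes 5 list tests past 0.05, the replicate block 1, and the missing filter takes 2 back. With 1 library left out, 55 of 288 list medians move by more than the spread between replicates.
Of the 70 fold changes of named genes, the sum scaling takes 7 past the threshold, an adjusted p under 0.05 4 and an unadjusted p under 0.01 32. A pseudocount of 0.1, the replicate block and the 4 libraries compared each take 3 back, and median-ratio scaling 1. No trend, no filter, the mean of at least 10 FPKM and the filter on reads leave all of the named genes they test on the same side. With 1 library left out, 8 of 280 values move. Among the folds of Table 1, 28 of 84 move under the sum scaling. Apart from the variance under the sum scaling, the cause was not tested for any of these shifts.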

Differences from the paper's values

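No test of an explanation is given in this part; alternatives are those set before the data were examined unless said otherwise.
The paper gives 299 DEGs for TH to YH, 242 for TL to YL, 169 for TH to TL and 368 for YH to YL. Here limma calls 4, 1, 6 and 0 genes, with 1928, 1065, 1351 and 711 genes at an unadjusted p under 0.05. With an unadjusted p under 0.01 in place of the adjusted one, TL to YL gives 242 genes, the number that the paper prints under this title. Of these genes, 7 are in Table S4-2 and 37 in Table S4-4. The fold changes of Table S4-2 lie closer to YH to YL, and those of Table S4-4, with 368 genes, to TL to YL. The equal number therefore does not close the gap. At the same threshold TH to YH gives 484, TH to TL 306 and YH to YL 100, which do not close it either. None of the other alternatives closed the gap, the nearest being the scaling to a sum of 1000000 with 38, 97, 30 and 69. All of these are limma fits of FPKM, whereas the paper called its DEGs with DESeq. No count model was fitted here, so whether the difference in method makes the gap stays open. The paper gives 26 DEGs common to TH to YH and TL to YL and 24 common to TH to TL and YH to YL, against 0 and 0 here, and none of the alternatives closed the gap (9 and 5 with the sum scaling, 59 and 12 at an unadjusted p under 0.01).
The paper gives 26, 8, 23 and 7 genes that are DEGs and DEPs for TH to YH, TL to YL, TH to TL and YH to YL, and none of the genes called here is a DEP (0, 0, 0 and 0). With an unadjusted p under 0.01 the counts are 22, 9, 18 and 2. In number this closes the gap for the first 3 and not for YH to YL, and no other alternative closes it. Of all calls at that threshold, 112 of 484, 7 of 242 and 88 of 306 are in Tables S4-1, S4-2 and S4-3. Similar counts therefore need not be the same genes. Counted between the paper's own Tables S4 and S7, the genes that are DEGs and DEPs are 25, 10, 24 and 9. With Tables S4-2 and S4-4 exchanged, chosen after seeing the data, they are 25, 21, 24 and 3.
The paper's Pearson correlations of RNA and protein are 0.40, 0.47, 0.60 and 0.42, against 0.106, 0.178, 0.285 and 0.118 over all matched DEPs. Over the genes that are DEGs and DEPs they are 0.371, 0.498, 0.642 and 0.158, which closes the gap for the first 3 comparisons. For YH to YL the value, over 9 genes, stays far from the paper's. A pseudocount of 0.1 (0.118, 0.174, 0.257 and 0.147) does not close the gap.
The paper's discussion gives *FOS* as 17.3-fold higher in TL than in YL and its Table 1 as 24.97, against 9.03 here, and none of the scalings closed either gap (8.34 with median-ratio factors, 5.97 with the sum scaling). The value 17.3 is that of *ATF3* in the same comparison (17.3 here). The paper's Table 1 gives 0.54 for *FOS* in TH to TL, against 1.50 here. The scaling to a sum of 1000000 gives 1.25, which is still higher in TH and counts as within the paper's value only because the spread between the TH libraries is wide under it, so the direction is not closed. Median-ratio factors (1.43) do not close it either. For *FGF1* in TH to YH the paper's Table 1 gives 4.32, against 0.317 here, and no scaling closed the gap (0.293 and 0.196).
The paper gives 4.68 for *CRYAB* in TH to YH, against 2.19 here, 1.98 with median-ratio factors and 1.06 with the sum scaling, so no alternative closed it. The paper's own Table 1 gives 2.20 for this comparison, and 4.68 for TH to TL (4.68 here). The paper's 0.31 for *DPP4* in TH to TL stands against 0.553 here, and the sum scaling gives 0.383 and closes the gap, while median-ratio factors give 0.510 and do not. The paper's own Table 1 gives 0.55 for this comparison, and 0.31 for TL to YL (0.304 here). The paper's 0.31 for *DPP4* in TH to YL stands against 0.169 here, 0.144 and 0.0794, so no alternative closed it.
The paper states that *A2M* is higher in both Tibetan groups than in the Yorkshire groups, and it is lower here, with log2 fold changes of -1.23 and -1.94. The paper states that *FGF1* is higher in TH than in YH, and it is lower here (-1.58). The paper states that *CD44* and *PDLIM3* are significantly higher in TH than in the other groups, and neither passes the threshold here (limma adjusted p = 0.198 and 0.381 for TH to YH). The paper ranks *FLT1* lowest in TH and highest in YH, and the group means follow that order while 1 TH library, at 8.17 FPKM, lies above both YL libraries. The paper finds no outlier in the distributions of FPKM, and the correlations here set YL2 apart, with a mean Pearson correlation of 0.857. The paper takes Table S4-2 as TL to YL and Table S4-4 as YH to YL, and the fold changes lie closer to the exchanged comparisons (median absolute differences of 0.0195 and 0.0128, against 0.572 and 0.678). The paper counts more proteins as lower in YH than in YL than its total allows, and its Table S7 lists 118.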

Other observations

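All tests of explanations in this part were chosen only after the result was seen, apart from the one that sets the cardiac stress genes against the scaling.
The exchange of the titles of Tables S4-2 and S4-4 was weighed as an explanation of their distance from the deposited FPKM. The fold changes of Table S4-2 differ from those of YH to YL by 0.0195 at the median, and the candidate explanation is that the titles were exchanged. A further candidate explanation is that these lists reflect YL2 alone, since 79.9% of the genes of Table S4-4 are more than 2 times higher in YL2 than in every other library. For Tables S4-1 and S4-3, which do not involve YL, the shares are 5.69% and 4.73%. The genes of Table S4-4 with a log2 fold change over 1 in size between TL and YL are 95.9% without YL1 and 17.9% without YL2, and those of Table S4-2 between YH and YL 97.5% and 10.3%.
Natriuretic peptides and other cardiac stress genes are higher in TH. Of the 19 genes of the list, all are expressed in heart, another list holds 6 and 10 are in a list of Table S4. Atrial tissue in the TH pools was weighed as an explanation. For TH to TL alone, 2 atrial genes go against it. These are *MYL4*, with a log2 fold change of -0.87, and *MYH6*, at 20.6 and 18.4 FPKM in TH and 75.1 and 161 in TL. *MYL7*, by far the most abundant of the 3, points the other way, at 4283 and 3207 FPKM in TH and 1415 and 2396 in TL, so the atrial transcripts are mixed. The atrial list as a whole is higher in TH than in YH (median 0.85, 11 of 13, camera adjusted p = 8.81e-05) and not past 0.05 between TH and TL (median 0.20, camera adjusted p = 0.204). Its difference between TH and YH also holds under fry (fry adjusted p = 0.0358). The ventricular list is lower in TH than in TL (median -0.87, 4 of 13 higher, camera adjusted p = 0.00468) and higher in TL than in YL (0.69, 13 of 13), where the median is 0.07 without YL2 and 1.32 without YL1. Between TH and YH its median is -0.43, with 3 of 13 higher (camera adjusted p = 0.0636). Atrial tissue in the TH pools is therefore not excluded. The scaling of the libraries is argued against by median-ratio factors, with which the stress median between TH and TL is 2.09. A response of TH pigs to altitude stays open, as a hypothesis from these data that was tested on no others.
Immediate early genes are higher in Tibetan pigs, 22 of 23 in TH than in YH. All 23 are expressed in heart, 0 of the 25 in the table are in another list, 10 are in a list of Table S4 and 4 in Table 1. These genes respond within minutes to handling, and the time between slaughter and freezing cannot be told apart from a difference of the breeds, since no handling time per group was used here and each breed and altitude was sampled as 1 group. Adjusted over the list alone, 10 genes have a limma adjusted p under 0.05 between TH and YH and 15 between TL and YL, against 2 and 0 over all genes tested.
T and natural killer cell genes are lower in TH than in YH, 19 of 19 tested genes (median -1.43, camera adjusted p = 2.00e-15), and higher in YH than in YL, 19 of 19 (median 0.81, camera adjusted p = 1.49e-13). They are lower in TH than in TL too, 18 of 19 (median -0.38, camera adjusted p = 1.13e-04), and between TL and YL the median is -0.01. All 19 reach 1 FPKM in a heart library and 6 of the 26 in the table are in a list of Table S4. Adjusted over the list alone, 17 genes have a limma adjusted p under 0.05 between TH and YH, against 1 over all genes tested. No explanation was tested for it.
Interferon genes are lower in TH than in YH (26 of 27, median -0.97, camera adjusted p = 3.97e-05) and than in TL (27 of 27, median -0.72, camera adjusted p = 1.27e-04). They are highest in YL1, with a median log2(FPKM + 1) of 4.04 against 1.62 to 2.80 in the others. Scaling of YL1 is argued against by the 15 interferon genes that are more than 2 times higher in YL1 than in the 6 libraries of the other groups, while 0 genes of the immediate early, cardiac stress and extracellular matrix lists are. Of the 31 genes in the table, 14 are in a list of Table S4. No other explanation was tested.
In YH, 4 of the 6 tested genes of the Y chromosome (*ZFY*, *DDX3Y*, *USP9Y* and the Y copy of *EIF1AX*) are lower in both libraries than in the other 6, where chance gives 3.57%. A candidate explanation is female pigs in the YH pools. Scaling of the YH libraries is argued against by the autosomal genes, of which 4.35% are lowest in both YH libraries. Genes of the X chromosome show little excess, with 7.27% of them highest in both YH libraries against 6.90% of the autosomal genes. Some X copies of such gene pairs, chosen after their values were seen, are highest in both YH libraries. These are *DDX3X* (39.1 and 37.6 FPKM), *EIF2S3* (22.3 and 23.9) and a copy of *ZFX* (4.70 and 4.48). *EIF1AX*, *KDM6A* and another copy of *ZFX* on the X chromosome are not. The Y genes stay above 0 in YH, with *DDX3Y* at 10.5 and 9.93 FPKM against 17.0 to 34.1, so pools of female pigs alone would not account for them. The sex of the pigs was not used here.
Blood genes are higher in the first group in all 4 comparisons (medians 1.07, 0.85, 0.60 and 0.77, camera adjusted p = 0.0199, 0.0110, 0.0107 and 0.00545, 6 tested genes), with *HBB* at 1708 and 876 FPKM in TH and 374 and 290 in YL. Over all 11 blood genes in the table, without the filter on low values, the medians are 0.06, 0.02, 0.10 and 0.05. The camera adjusted p is then 0.0574, 0.0574, 0.0337 and 0.0376. The medians with TH are lower without TH1: the median of TH to YH is 0.54 without TH1 and 1.56 without TH2, and that of TH to TL 0.23 without TH1 and 1.11 without TH2. Dividing libraries by their FPKM sums takes the fold of TH to YH to 1.10 for *HBB* and 1.08 for *HBA*, and that of TH to TL to 1.24 and 0.991. Liver genes are lower in TL and YH than in YL (medians -1.75 and -1.50, camera adjusted p = 9.57e-09 and 3.72e-08, 8 tested genes). Of the 29 in the table, 18 are more than 2 times higher in YL1 than in the other groups, near the floor, with *ALB* at 4.17 FPKM there. In YL2, 15 of the 29 are more than 2 times higher than in every other library. The median of TL to YL is -2.47 without YL1 and -1.29 without YL2. Adipocyte genes have a median of -0.75 between TH and YH (camera adjusted p = 0.0185, 7 tested genes), and skeletal muscle genes -0.44 (camera adjusted p = 0.900, 5 tested genes). The first is -0.48 without TH2 and -1.02 without TH1, and the second -0.53 without TH2 and -0.82 without YH2. Without the filter on low values the adipocyte median, over 12 genes, is -0.09 (camera adjusted p = 0.0299). Of the 11 lung genes in the table 4 reach 1 FPKM in any library, and without the filter on low values, a setting chosen after seeing the data, the lowest camera adjusted p of the list is 0.435. No explanation was tested for these lists.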
